# SIRT1 regulates sphingolipid metabolism and neural differentiation of mouse embryonic stem cells through c-Myc-SMPDL3B

**DOI:** 10.7554/eLife.67452

**Published:** 2021-05-27

**Authors:** Wei Fan, Shuang Tang, Xiaojuan Fan, Yi Fang, Xiaojiang Xu, Leping Li, Jian Xu, Jian-Liang Li, Zefeng Wang, Xiaoling Li

**Keywords:** SIRT1, sphingomyelin degradation, embryonic stem cells, neural development, embryogenesis, c-Myc, Mouse

## Abstract

Sphingolipids are important structural components of cell membranes and prominent signaling molecules controlling cell growth, differentiation, and apoptosis. Sphingolipids are particularly abundant in the brain, and defects in sphingolipid degradation are associated with several human neurodegenerative diseases. However, molecular mechanisms governing sphingolipid metabolism remain unclear. Here, we report that sphingolipid degradation is under transcriptional control of SIRT1, a highly conserved mammalian NAD^+^-dependent protein deacetylase, in mouse embryonic stem cells (mESCs). Deletion of SIRT1 results in accumulation of sphingomyelin in mESCs, primarily due to reduction of SMPDL3B, a GPI-anchored plasma membrane bound sphingomyelin phosphodiesterase. Mechanistically, SIRT1 regulates transcription of *Smpdl3b* through c-Myc. Functionally, SIRT1 deficiency-induced accumulation of sphingomyelin increases membrane fluidity and impairs neural differentiation in vitro and in vivo. Our findings discover a key regulatory mechanism for sphingolipid homeostasis and neural differentiation, further imply that pharmacological manipulation of SIRT1-mediated sphingomyelin degradation might be beneficial for treatment of human neurological diseases.

## eLife digest

All cells in the brain start life as stem cells which are yet to have a defined role in the body. A wide range of molecules and chemical signals guide stem cells towards a neuronal fate, including a group of molecules called sphingolipids. These molecules sit in the membrane surrounding the cell and play a pivotal role in a number of processes which help keep the neuronal cell healthy.

Various enzymes work together to break down sphingolipids and remove them from the membrane. Defects in these enzymes can result in excess levels of sphingolipids, which can lead to neurodegenerative diseases, such as Alzheimer’s, Parkinson’s and Huntington’s disease. But how these enzymes are used and controlled during neuronal development is still somewhat of a mystery. To help answer this question, Fan et al. studied an enzyme called SIRT1 which has been shown to alleviate symptoms in animal models of neurodegenerative diseases.

Stem cells were extracted from a mouse embryo lacking the gene for SIRT1 and cultured in the laboratory. These faulty cells were found to have superfluous amounts of sphingolipids, which made their membranes more fluid and reduced their ability to develop into neuronal cells. Further investigation revealed that SIRT1 regulates the degradation of sphingolipids by promoting the production of another enzyme called SMPDL3B. Fan et al. also found that when female mice were fed a high-fat diet, this caused sphingolipids to accumulate in their embryos which lacked the gene for SIRT1; this, in turn, impaired the neural development of their offspring.

These findings suggest that targeting SIRT1 may offer new strategies for treating neurological diseases. The discovery that embryos deficient in SIRT1 are sensitive to high-fat diets implies that activating this enzyme might attenuate some of the neonatal complications associated with maternal obesity.

## Introduction

First isolated from brain extract in the 1880s, sphingolipid is a class of natural lipids containing a backbone of sphingoid base sphingosine (Chen et al., 2010; Merrill et al., 2007; Pralhada Rao et al., 2013). Sphingolipids not only are the structural components of cell membranes, but also act as signaling molecules to control various cellular events, including signal transduction, cell growth, differentiation, and apoptosis (Hannun and Obeid, 2008; van Meer et al., 2008). Particularly, sphingolipids are enriched in microdomains/lipid rafts, a liquid-ordered phase in plasma membrane, where sphingomyelin, glycosphingolipids, and cholesterol form unique platforms for many different proteins that are important for nutrient transport, organelle contact, membrane trafficking, and homotypic fusion (Brown and London, 1998).

The homeostasis of sphingolipids is maintained by a highly coordinated metabolic network that links together various pathways with ceramide as a central node (Figure 1—figure supplement 1A). Firstly, ceramide can be de novo synthesized in endoplasmic reticulum (ER), starting from the condensation of serine and fatty acyl-CoA by serine palmitoyltransferase (SPT). Ceramide is then transported to the Golgi complex and further converted into more complex forms of sphingolipids, such as glycosphingolipids or sphingomyelin. Secondly, ceramide can be regenerated by hydrolysis of complex sphingolipids in the Golgi complex and plasma membrane, which is catalyzed by a class of specific hydrolases and phosphodiesterases. For example, regeneration of ceramide from sphingomyelin can be mediated by plasma-membrane-bound sphingomyelin phosphodiesterases (SMPDs), including SMPDL3B, a GPI-anchored lipid raft SMPD (Heinz et al., 2015). By degrading sphingomyelin, SMPDL3B regulates plasma membrane fluidity, which in turn impacts TLR-mediated innate immunity in macrophages (Heinz et al., 2015) and modulates insulin receptor signaling in podocytes (Mitrofanova et al., 2019). Sphingolipid metabolism is highly sensitive to environmental/nutritional perturbations. Sphingolipid biosynthesis and accumulation can be induced by high-fat diet (HFD) feeding in multiple tissues in mice (Choi and Snider, 2015). Sphingolipids are also accumulated during aging (Giusto et al., 1992; Lightle et al., 2000), and caloric restriction, a dietary regimen known to extend life span and delay a number of age-associated diseases, decreases sphingolipid accumulation by reducing the activity of SPT (Tacconi et al., 1991). Dietary serine restriction also alters sphingolipid diversity and synthesis to constrain tumor growth (Muthusamy et al., 2020).

Disruption of sphingolipid homeostasis has been involved in the pathogenesis of a number of human diseases, such as Niemann-Pick disease and neurodegenerative Alzheimer’s, Parkinson’s, and Huntington’s diseases. These human diseases are generally the outcomes of defect in enzymes that degrade the sphingolipids (Brice and Cowart, 2011; Alvarez-Vasquez et al., 2005). Such degradation defect leads to accumulation of sphingolipids, which in turn dramatically alters cellular membrane structure and signaling, thereby triggering various diseases. Consequently, manipulation of one enzyme or metabolite in sphingolipid degradation pathways may result in unexpected changes in cellular metabolic programs and related cellular functions (Brice and Cowart, 2011; Alvarez-Vasquez et al., 2005). However, molecular mechanisms that regulate the expression of these sphingolipid degrading enzymes remain unclear.

In the present study, we investigated the role of SIRT1 in regulation of sphingolipid degradation in mouse embryonic stem cells (mESCs) and mouse embryos. SIRT1 is an NAD^+^-dependent protein deacetylase critical for multiple cellular processes, including metabolism, inflammation, stress response, and stem cell functions (Houtkooper et al., 2012; Tang et al., 2014; Han et al., 2008). SIRT1 is also a key regulator of animal development (McBurney et al., 2003; Cheng et al., 2003; Wang et al., 2008) and is particularly important in the central nervous system. For instance, SIRT1 has a major influence on hypothalamic function, and cell-type specific SIRT1 mutations result in defects in systemic energy metabolism, circadian rhythm, and the lifespan of the animal (Dietrich et al., 2010; Ramadori et al., 2010; Ramadori et al., 2011; Satoh et al., 2013). SIRT1 also modulates dendritic and axonal growth (Hisahara et al., 2008; Michán et al., 2010), and regulates synaptic plasticity and memory formation in adult brain (Gao et al., 2010). Moreover, SIRT1 has been shown to ameliorate neurodegenerative phenotypes in animal models of Alzheimer’s, Parkinson’s, and Huntington’s disease (reviewed in Herskovits and Guarente, 2014). However, despite multiple mechanisms proposed for these critical roles of SIRT1 in the brain, how SIRT1 regulates neural development and functions remains unclear. Through global metabolomics and cellular metabolic characterizations, we discovered that SIRT1 deficiency in mESCs results in abnormal accumulation of sphingolipids, primarily due to reduced degradation of these lipids. We further found that this abnormal accumulation of sphingolipids does not affect the maintenance of pluripotent mESCs, but delays their neural differentiation during in vitro neural differentiation and in vivo mouse embryogenesis. Moreover, we provide evidence that SIRT1 regulates sphingolipid metabolism through deacetylation of c-Myc transcription factor, which promotes the expression of SMPDL3B and subsequent sphingomyelin degradation in mESCs. Together, our study identifies the SIRT1-c-Myc axis as an important regulatory mechanism for cellular sphingolipid metabolism and neural differentiation.

## Results

### Deletion of SIRT1 in ESCs results in accumulation of sphingomyelin

During a large-scale unbiased metabolomic analysis of WT and SIRT1 KO mESCs cultured in a serum-containing M10 medium, we discovered that SIRT1 KO mESCs display altered lipid metabolism, particularly metabolites involved in sphingolipid metabolism (Figure 1A and Supplementary file 1), in addition to previously reported metabolic defects in methionine metabolism (Tang et al., 2017). Specifically, SIRT1 KO mESCs had a dramatic accumulation of sphingomyelin in both complete medium and a methionine restricted medium (Figure 1B, Figure 1—figure supplement 1B, and Supplementary file 1). Moreover, deletion of SIRT1 in mel1 human ESCs by CRISPR/Cas9-mediated gene editing technology (Figure 1—figure supplement 1C) also led to accumulation of several types of sphingomyelin regardless of medium methionine contents (Supplementary file 2), indicating that SIRT1 regulates sphingolipid metabolism in ESCs independently of cellular methionine metabolism.

**Figure 1.**
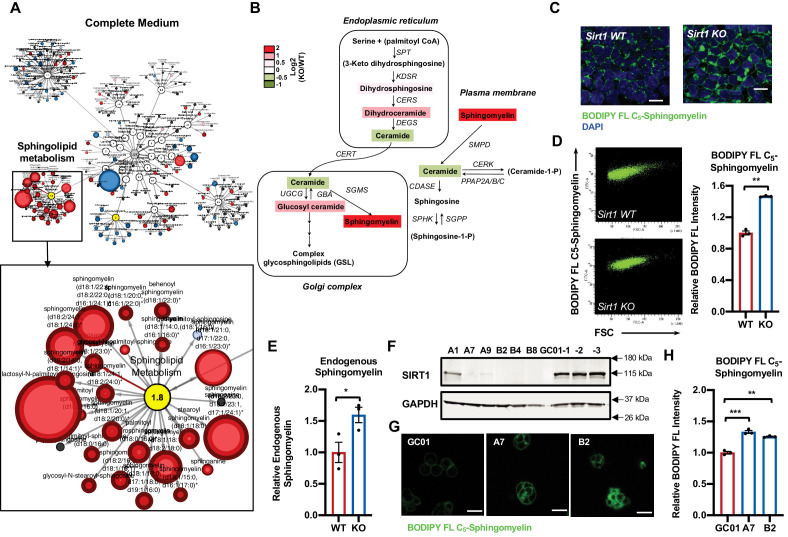
Deletion of SIRT1 in mESCs results in a dramatic accumulation of sphingomyelin. (**A**) Metabolomic analysis reveals a massive accumulation of sphingolipids in SIRT1 KO mESCs. WT and SIRT1 KO mESCs were cultured in a complete mESC maintenance medium (M10) and metabolites were analyzed by metabolomics as described in Materials and methods. The networks of significantly changed metabolites in lipid metabolism were analyzed by Cytoscape 2.8.3. Metabolites increased in SIRT1 KO mESCs were labeled red (p<0.05) or pink (0.05 < p < 0.10), metabolites decreased in SIRT1 KO mESCs were labeled blue (p<0.05) or light blue (0.05 < p < 0.10). Metabolite node size is proportional to the fold change in KO vs WT (n = 5 biological replicates). (**B**) The relative abundance of different metabolites mapped into sphingolipid metabolism pathways. Metabolites in sphingolipid metabolism in WT and SIRT1 KO mESCs were analyzed as in (**A**) and the relative abundance of metabolites involved in sphingolipid metabolism was displayed by the heat map (n = 5 biological replicates). (**C–D**) SIRT1 KO mESCs have increased levels of BODIPY FL-labeled sphingomyelin. WT and SIRT1 KO mESCs cultured in ESGRO medium were labeled with BODIPY FL-labeled sphingomyelin for 30 min at 4°C then chased at 37°C for 30 min. The intensity of BODIPY FL-labeled sphingomyelin in cells was analyzed by (**C**) confocal fluorescence imaging and by (**D**) quantitative FACS (n = 3 biological replicates, ***p<0.001). Scale bars: 20 µm. (**E**) SIRT1 KO mESCs have increased levels of endogenous sphingomyelin. WT and SIRT1 KO mESCs cultured in ESGRO medium were extracted and total levels of endogenous sphingomyelin were determined in extracts by an enzyme-coupled colorimetric assay as described in Materials and methods (n = 3 biological replicates, *p<0.05). (**F–H**) Deletion of SIRT1 in E14 mESCs leads to accumulation of sphingomyelin. (**F**) SIRT1 was deleted in E14 mESC line using CRISPR/cas9 mediated gene editing technology and (**G**) relative levels of BODIPY FL-labeled sphingomyelins were imaged and (**H**) measured (n = 2 independent clones with three biological replicates for each clone, ***p<0.001). GC-01, pCRISPR-CG01 vector. Scale bars: 20 µm. Figure 1—source data 1.Numerical data for bar graphs in D, E, and H. Figure 1—source data 2.Uncut immunoblots in F.

**Figure 1—figure supplement 1.**
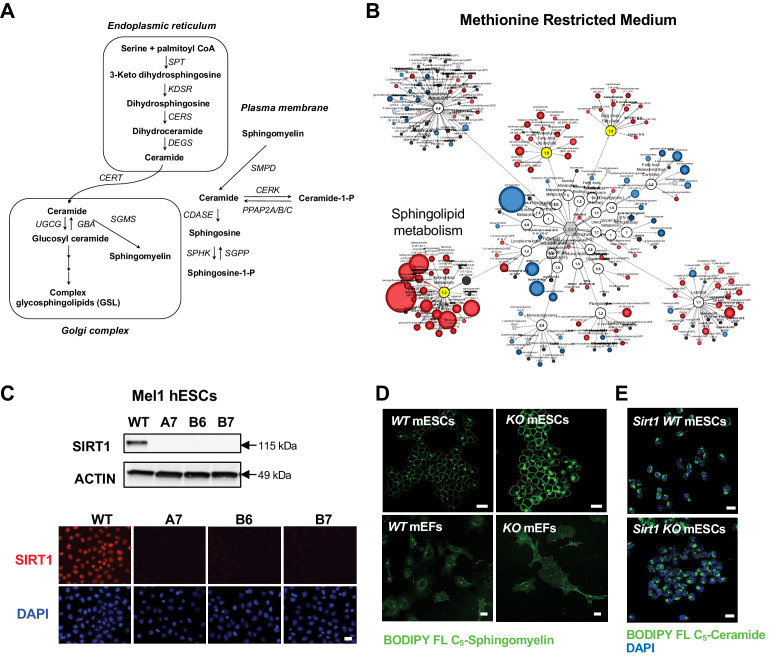
Deletion of SIRT1 in ESCs results in a dramatic accumulation of sphingomyelin. (**A**) Key sphingolipid metabolic pathways (modified from Chen et al., 2010). SPT: serine palmitoyl transferase; KDSR: 3-keto dihydrosphingosine reductase; CERS, ceramide synthase; DEGS: dihydroceramide desaturase; CERT: ceramide transfer protein; UGCG: UDP-glucose ceramide glucosyltransferase; GBA: glucosyl ceramidase; SGMS: sphingomyelin synthase; SMPD: sphingomyelin phosphodiesterase; CERK: ceramide kinase; PPAP2A/B/C: phosphatidic acid phosphatase 2A/B/C; CDASE: ceramidase; SPHK: sphingosine kinase; SGPP: sphingosine-1-phosphate phosphatase. (**B**) Metabolomic analysis reveals a massive accumulation of sphingolipids in SIRT1 KO mESCs cultured in methionine restricted medium. WT and SIRT1 KO mESCs were cultured in a methionine restricted M10 medium containing 6 µM of methionine for 6 hr and metabolites were analyzed by metabolomics as described in Methods. The networks of significantly changed metabolites in lipid metabolism were analyzed by Cytoscape 2.8.3. Metabolites increased in SIRT1 KO mESCs were labeled red (p<0.05) or pink (0.05 < p < 0.10), metabolites decreased in SIRT1 KO mESCs were labeled blue (p<0.05) or light blue (0.05 < p < 0.10). Metabolite node size is proportional to the fold change in KO vs WT (n = 5 biological replicates). (**C**) Deletion of SIRT1 in mel1 hESCs. SIRT1 KO hESCs were generated by CRISPR/Cas9 technology. The expression of SIRT1 protein was analyzed in three independent SIRT1 KO hESC lines by immuno-blotting (up) or immunofluorescent staining (bottom) with anti-SIRT1 antibodies. Bar, 20 μm. (**D**) Deletion of SIRT1 induces accumulation of sphingomyelin in mESCs but not in MEFs. Bars: 20 µm. (**E**) SIRT1 KO mESCs have comparable levels of ceramide as WT mESCs. WT and SIRT1 KO mESCs were labeled with BODIPY FL- ceramide for 30 min at 4°C then chased at 37°C for 30 min. Bars: 20 µm.

To confirm that deletion of SIRT1 indeed increases sphingomyelin contents in ESCs, we loaded WT and SIRT1 KO mESCs cultured in serum-free ESGRO medium with a green-fluorescent dye labeled sphingomyelin, BODIPY FL-C_5_-sphingomyelin, for 30 min at 4°C, then chased at 37°C for 30 min. Both WT and SIRT1 KO mESCs were labeled with this green-fluorescent sphingomyelin (Figure 1C). However, SIRT1 KO mESCs had marked accumulation of BODIPY FL-C_5_-sphingomyelin inside cells, presumably in ER and Golgi, compared to WT mESCs. Quantitative FACS analysis showed that SIRT1 KO mESCs have about a 50% increase in cellular levels of BODIPY FL-C_5_-sphingomyelin compared to WT mESCs (Figure 1D). An enzyme-coupled colorimetric assay further revealed a ~60% increase of endogenous sphingomyelin in SIRT1 KO mESCs (Figure 1E). Interestingly, the accumulation of sphingomyelin was specific to mESCs, as SIRT1 KO MEFs had a comparable staining intensity of BODIPY FL-C_5_-sphingomyelin as WT MEFs (Figure 1—figure supplement 1D). Additionally, SIRT1 KO mESCs had a similar staining intensity of BODIPY FL-C_5_-Ceramide compared to WT mESCs (Figure 1—figure supplement 1E), suggesting that accumulation of sphingolipids in SIRT1 KO mESCs is specific to sphingomyelin.

SIRT1 KO mESCs in above analyses were previously generated in R1 mES cell line using traditional gene targeting technology (McBurney et al., 2003). To further confirm our observation that SIRT1 deficiency in mESCs induces accumulation of sphingomyelin, we deleted *Sirt1* gene in another widely used full pluripotent mES cell line, E14 cells (Wakayama et al., 1999), by CRISPR/Cas9-mediated gene editing technology (Figure 1F). Consistent with observations in SIRT1 KO mESCs, these SIRT1 KO E14 mESC clones also had an enhanced staining of BODIPY FL-C_5_-sphingomyelin when analyzed by confocal fluorescence imaging (Figure 1G) and by quantitative FACS analysis (Figure 1H). Taken together, our results indicate that deletion of SIRT1 in ESCs results in accumulation of sphingomyelin in independent ES cell lines.

### Deletion of SIRT1 induces accumulation of sphingomyelin through SMPDL3B

Cellular levels of sphingomyelin are regulated by a tight balance between their synthesis and breakdown, which are mediated by activities of sphingomyelin synthases (SGMSs) and sphingomyelin phosphodiesterases (SMPDs), respectively (Figure 1—figure supplement 1A). Many of these enzymes were highly expressed in mESCs (Figure 2—figure supplement 1A and B). To better understand how SIRT1 deficiency in mESCs leads to sphingomyelin accumulation, we surveyed the expression levels of these enzymes in WT and SIRT1 KO mESCs. SIRT1 KO mESCs had significantly reduced expression of a sphingomyelin synthase *Sgms2* (Figure 2A and Figure 2—figure supplement 1B), and a dramatic reduction of a sphingomyelin phosphodiesterase SMPDL3B, one of the most highly expressed SMPDs in mESCs (Figure 2—figure supplement 1A), in both ESGRO and M10 media (Figure 2A–C). Since sphingomyelin was accumulated in SIRT1 KO mESCs, we focused on the reduction of *Smpdl3b*. As shown in Figure 2D, the reduced expression of SMPDL3B in SIRT1 KO mESCs was coupled with a decreased rate to clear away preloaded BODIPY FL-C_5_-sphingomyelin in a time-lapse video analysis, suggesting that reduction of SMPDL3B-mediated sphingomyelin degradation may be responsible for accumulation of sphingomyelin observed in SIRT1 KO mESCs.

**Figure 2.**
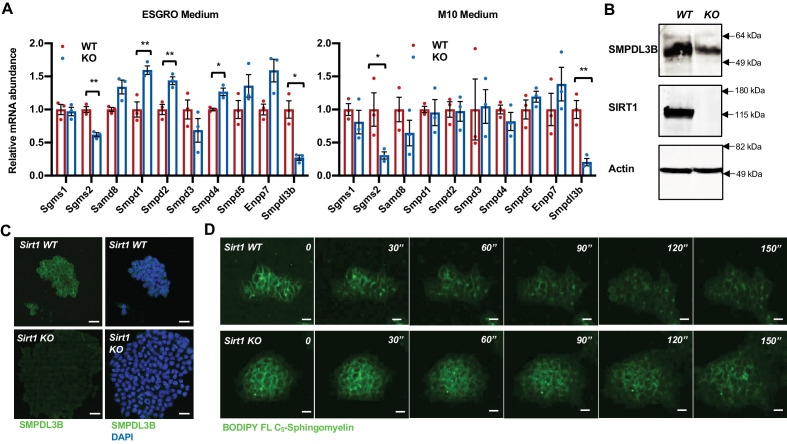
SIRT1-deficient mESCs have reduced expression of SMPDL3B and sphingomyelin degradation. (**A**) SIRT1 KO mESCs have reduced mRNA levels of *Smpdl3b*. WT and SIRT1 KO mESCs were cultured in either ESGRO medium or M10 medium. The mRNA levels of indicated enzymes involved in sphingomyelin synthesis (Sgms) and degradation (Smpd) were analyzed by qPCR (n = 3 biological replicates, *p<0.05, **p<0.01). (**B–C**) SIRT1 KO mESCs have reduced protein levels of SMPDL3B. The protein levels of SMPDL3B were analyzed by (**B**) immunoblotting and (**C**) immuno-fluorescence staining. Scale bars: 20 µm. (**D**) SIRT1 KO mESCs have reduced degradation of sphingomyelin. WT and SIRT1 KO mESCs were preloaded with BODIPY FL-C_5_ sphingomyelin for 30 min at 4°C, then incubated with BODIPY FL-C_5_ sphingomyelin-free medium at 37°C. The dynamic of BODIPY FL-sphingomyelin was monitored for additional 12 hr at 37°C. WT and SIRT1 KO mESC clones that have comparable preloaded levels of BODIPY FL-C_5_ sphingomyelin were shown. Scale bars: 20 µm. Figure 2—source data 1.Numerical data for bar graphs in A. Figure 2—source data 2.Uncut immunoblots in B.

**Figure 2—figure supplement 1.**
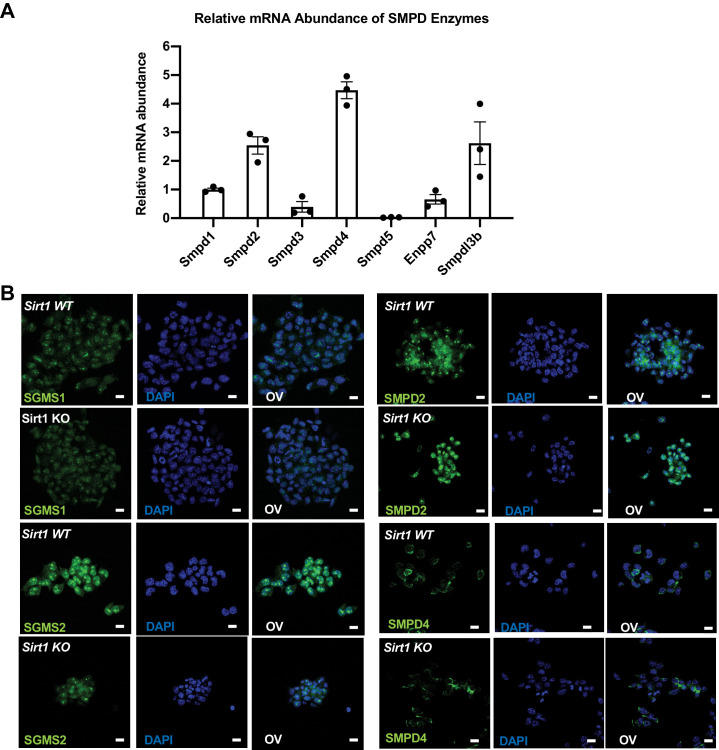
Expression of sphingolipid synthesis and degrading enzymes in WT and SIRT1 KO mESCs. (**A**) *Smpdl3b* is one of the major *Smpds* in mESCs. The relative mRNA levels of indicated Smpds were measured by qPCR and normalized with standard curves using cDNA of each gene. Their relative abundance was then quantified and compared (n = 3 biological replicates). (**B**) The expression of SGMS1, SGMS2, SMPD2, and SMPD4 in WT and SIRT1 KO mESCs were analyzed by immunofluorescence staining. Bars: 20 µm. Figure 2—figure supplement 1—source data 1.Numerical data for bar graph in A.

To test this possibility, we manipulated the levels of SMPDL3B in WT and SIRT1 KO mESCs and analyzed their impacts on cellular levels of sphingomyelin. Stable overexpression of SMPDL3B significantly reduced accumulation of BODIPY FL-C_5_-sphingomyelin in SIRT1 KO but not WT mESCs when cells were cultured in serum-containing M10 medium (Figure 3A–C). In serum-free ESGRO medium, overexpression of SMPDL3B reduced accumulation of BODIPY FL-C_5_-sphingomyelin and endogenous sphingomyelin in both WT and SIRT1 KO mESCs (Figure 3—figure supplement 1A–C). Moreover, the ability of SMPDL3B to reduce cellular levels of sphingomyelin is dependent on its enzymatic activity, as a catalytic inactive mutant of this enzyme, SMPDL3B H135A (Heinz et al., 2015; Mitrofanova et al., 2019), failed to decrease the levels of BODIPY FL-C_5_-sphingomyelin and endogenous sphingomyelin in WT and SIRT1 KO mESCs (Figure 3—figure supplement 1D, Figure 3D–F). These results indicate that SMPDL3B is capable of removing sphingomyelin in mESCs, particularly in SIRT1 KO mESCs. Conversely, shRNA-mediated stable knockdown of SMPDL3B (Figure 3G) enhanced the accumulation of BODIPY FL-C_5_-sphingomyelin (Figure 3H and I) and endogenous sphingomyelin (Figure 3J) in WT mESCs but not further in SIRT1 KO mESCs, indicating that accumulation of sphingomyelin observed in SIRT1 KO mESCs is primarily due to reduced expression of SMPDL3B.

**Figure 3.**
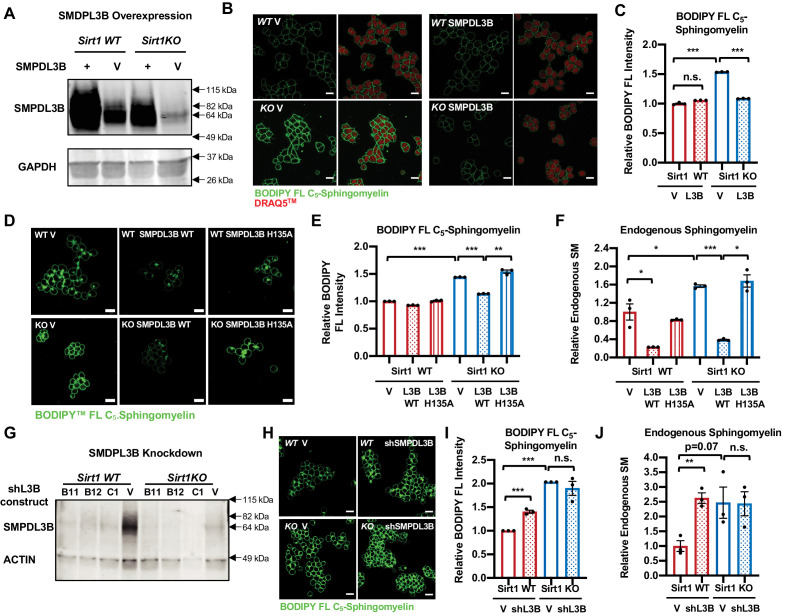
SMPDL3B directly controls the sphingomyelin contents in mESCs. (**A**) Overexpression of SMPDL3B in mESCs. WT and SIRT1 KO mESCs were infected with lentiviral particles containing empty vector (V) or a construct expressing SMPDL3B. The expression of SMPDL3B was analyzed by immuno-blotting. (**B–C**) Overexpression of SMPDL3B reduces sphingomyelin levels in mESCs cultured in M10 medium. The cellular levels of sphingomyelin in WT and SIRT1 KO mESCs with or without overexpression of SMPDL3B were analyzed by (**B**) BODIPY FL-sphingomyelin confocal imaging, and (**C**) FACS assay (n = 3 biological replicates, *p<0.05, **p<0.01). Scale bars in (**B**): 20 µm. L3B in (**C**): SMPDL3B. (**D–F**) Overexpression of WT but not a catalytic inactive mutant SMPDL3B reduces sphingomyelin levels in mESCs cultured in in M10 medium. WT and SIRT1 KO mESCs transfected with an empty vector (V), a construct expressing WT SMPDL3B protein (SMPDL3B WT), or a construct expressing a catalytic inactive mutant SMPDL3B protein (SMPL3B H135A). The cellular levels of sphingomyelin in these transfected cells were analyzed by (**D**) BODIPY FL-sphingomyelin staining, (**E**) BODIPY FL-sphingomyelin FACS assay, or (**F**) an enzyme-coupled colorimetric assay for endogenous sphingomyelin. (n = 3 biological replicates, *p<0.05, **p<0.01, ***p<0.001). (**G**) Stable knockdown of the expression of SMPDL3B in mESCs. WT and SIRT1 KO mESCs were infected with lentiviral particles containing empty vector (V) or shRNA constructs for SMPDL3B (B11, B12, C1). The expression of SMPDL3B were analyzed by immuno-blotting. shL3B: shRNAs against SMPDL3B. (**H–J**) Knocking down SMPDL3B increases sphingomyelin levels in WT mESCs but not significantly further in SIRT1 KO mESCs in ESGRO medium. The cellular levels of sphingomyelin in WT and SIRT1 KO mESCs with or without stable knockdown of SMPDL3B were analyzed by (**H**) BODIPY FL-sphingomyelin confocal imaging, (**I**) BODIPY FL-sphingomyelin FACS assay, or (**J**) an enzyme-coupled colorimetric assay for endogenous sphingomyelin (n = 3 biological replicates, **p<0.01, ***p<0.001). Scale bars: 20 µm. Figure 3—source data 1.Numerical data for bar graphs in C, E, F, I, and J. Figure 3—source data 2.Uncut immunoblots in A and G.

**Figure 3—figure supplement 1.**
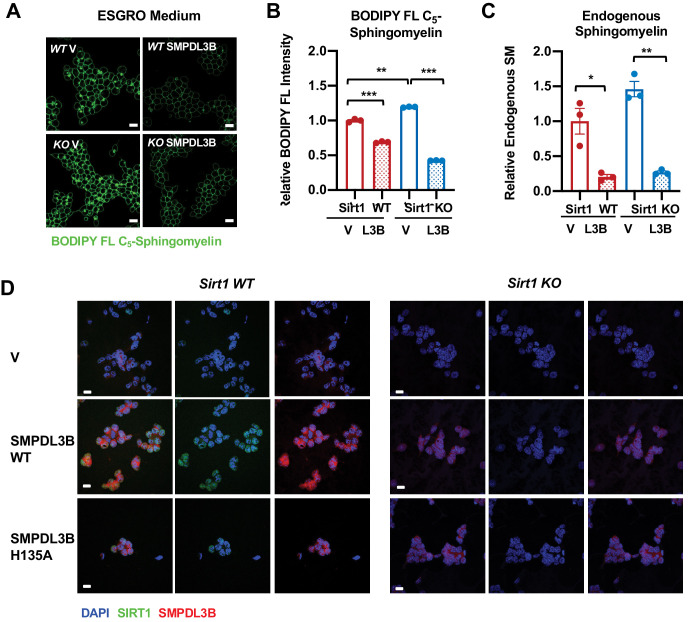
SMPDL3B directly controls the sphingomyelin contents in mESCs. (**A–C**) Overexpression of SMPDL3B reduces sphingomyelin levels in mESCs cultured in ESGRO medium. The cellular levels of sphingomyelin in WT and SIRT1 KO mESCs with or without overexpression of SMPDL3B were analyzed by (**A**) BODIPY FL-sphingomyelin staining, (**B**) BODIPY FL-sphingomyelin FACS assay, or (**C**) an enzyme-coupled colorimetric assay for endogenous sphingomyelin. (n = 3 biological replicates, *p<0.05, **p<0.01, ***p<0.001). (**D**) The expression of WT or H135A mutant SMPDL3B in WT and SIRT1 KO mESCs. WT and SIRT1 KO mESCs were transfected with either an empty vector (V), or constructs expressing WT SMPDL3B protein (SMPDL3B WT) or a catalytic inactive mutant SMPDL3B protein (SMPL3B H135A). Cells were then subjected for immunofluorescent analysis with anti-SMPDL3B and SIRT1 antibodies. Scale bars: 20 µm. Figure 3—figure supplement 1—source data 1.Numerical data for bar graphs in B and C.

### SIRT1 promotes transcription of *Smpdl3b* through c-Myc

As an NAD^+^-dependent protein deacetylase that deacetylates histones, transcription factors, cofactors, as well as splicing factors, SIRT1 has been shown to modulate gene expression at multiple levels. We confirmed that SIRT1 indeed regulates the expression of *Smpdl3b* and sphingomyelin degradation through its catalytic activity, as a SIRT1 catalytic inactive mutant (H355Y, HY) failed to rescue defective *Smpdl3b* expression and reduce BODIPY FL-C_5_-sphingomyelin accumulation in SIRT1 KO mESCs compared to WT SIRT1 protein (Figure 4). When interrogated each step along the expression of *Smpdl3b* gene in SIRT1 KO mESCs, we found that qPCR primers designed to amplify different segments of mature *Smpdl3b* mRNA all detected a reduced abundance of the full-length mature *Smpdl3b* mRNA upon SIRT1 deletion in mESCs (Figure 5—figure supplement 1A and B). Moreover, the abundance of *Smpdl3b* mRNA was reduced in both nuclear and cytosolic fractions in SIRT1 KO mESCs (Figure 5—figure supplement 1C). Northern blotting analysis using random probes generated from the full-length *Smpdl3b* cDNA further showed that deletion of SIRT1 in mESCs reduces the abundance of the full-length *Smpdl3b* mRNA without detectable accumulation of other minor isoforms (Figure 5—figure supplement 1D). 

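RNA from WT and SIRT1 KO mESCs, mouse embryonic stem cells grown in ESGRO medium, was sequenced in 3 libraries per genotype. SIRT1 KO mESCs used earlier in the paper were made in the R1 line by gene targeting, and the sample labels give a male line of the 129Sv/J strain. The paper describes total RNA depleted of ribosomal RNA with the TruSeq Stranded/Ribo kit and paired reads of 76 bases at about 520000000 reads per library, whereas the labels describe a poly(A)-enriched preparation and reads of 75 bases. RNAs without a poly(A) tail were abundant in every library. The median level of 65 replication-dependent histone genes lay between the 99.2 and 99.4 percentiles of all expressed genes, and the 7SK RNA (Rn7sk) ranked 2 among all genes in each of the 6 libraries. The authors removed adaptors with Trim Galore v0.4.4, aligned reads to GRCm38 with STAR v2.5.3a and the Gencode vM18 annotation, counted reads per gene with featureCounts, and normalized the counts with DESeq2. The deposited values are normalized expression on the log2 scale for 54352 genes. They are not read counts, so the depth behind a value is not known from them. Genotypes were compared with limma, with a mean-variance trend and Benjamini-Hochberg adjustment, at the adjusted p threshold of 0.01 that the paper uses. The test covered the 26571 genes with a mean of at least 10 on the linear scale. This test, the rule for the genes named here and 36 gene lists were set before the deposited values were examined. The top of the paper's own list of higher genes had been seen by then, so the lists are not independent of it. Fold changes are differences of the deposited log2 values, which are drawn together between libraries for genes with low values, so the changes of such genes are understated. Genes with larger values that the paper found higher also had mostly smaller changes here than in the paper. P-values measure the spread between 3 replicates of each genotype, not between independent lines.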

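Sirt1 itself was lower in every SIRT1 KO library than in any WT library, at a log2 value of 13.74 ± 0.042 against 15.51 ± 0.026 (SD, n = 3 for both). Its log2 fold change was -1.78 (SE 0.049, adjusted p = 1.16e-07 from limma). The counts do not separate the targeted part of the gene from the rest, and Sirt1 overlaps an annotated antisense gene. Smpdl3b (ENSMUSG00000028885.8), on the minus strand of chromosome 4 of GRCm38 from 132732966 to 132757252, was at 13.81 ± 0.14 in WT and at 12.63 ± 0.053 in SIRT1 KO mESCs (SD, n = 3 for both). Its log2 fold change was -1.18 (SE 0.075, adjusted p = 1.04e-05 from limma), so that SIRT1 KO mESCs held 0.442 of the WT level. No SIRT1 KO value overlapped a WT value (exact permutation test, two-sided, p = 0.10, the smallest that 3 against 3 libraries allow). Of 10 measured sphingomyelin synthases and phosphodiesterases, 3 were lower, none was higher and 7 did not pass the test, with the same 3 lower when adjusted over the list alone. Besides Smpdl3b these were Sgms2, which makes sphingomyelin at the plasma membrane (log2 fold change -0.63, SE 0.079, adjusted p = 0.000437), and Sgms1, which makes it in the Golgi (-0.28, SE 0.059, adjusted p = 0.00711). The call of Sgms1 was lost with the replicate number as a block (adjusted p = 0.0108), with each library centred on its median (0.0265), without the filter on low values (0.0141) and without any library other than WT replicate 2 (adjusted p from 0.017 to 0.0302), while over all alternatives its adjusted p ran from 0.00275 to 0.0302. Smpd4 had the highest WT level of the list at 16.07 and Smpdl3b ranked 2, without correction for gene length. The list as a whole did not pass camera's test with a preset correlation (adjusted p = 0.299) and did pass fry's test of the list on its own, as lower (adjusted p = 0.00101). The deposited table gives 1 value per gene and library, so exonic and intronic reads apart and splicing of Smpdl3b are not analysed here.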

Finally, RNA-seq analysis of total Ribo-minus RNA (total RNA after depletion of ribosomal RNAs) revealed that the abundance of RNA species from both exonic and intronic regions of *Smpdl3b* gene were reduced in SIRT1 KO mESCs (Figure 5—figure supplement 1E and Supplementary file 3), and no defective splicing of *Smpdl3b* pre-mRNA was detected in these cells (not shown). 

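The genes on both sides of Smpdl3b did not fall with it. Of the 10 nearest tested protein-coding genes, 5 on each side on chromosome 4, a group taken by position after the values of the data were known, only Sesn2, a stress-induced regulator of mTORC1 about 222465 bases away, passed the test, and it was higher (log2 fold change 0.62, SE 0.048, adjusted p = 3e-05 from limma). Xkr8, a phospholipid scramblase whose gene lies 420 bases from Smpdl3b, had a log2 fold change of 0.11 (SE 0.075, adjusted p = 0.31). Rpa2, a subunit of the replication protein A complex on the other side, had 0.14 (SE 0.064, adjusted p = 0.153), and Eya3 had -0.20 (SE 0.071, adjusted p = 0.0706). The other neighbours lay between -0.07 for Themis2 and 0.29 for Dnajc8. Smpdl3b shares no exonic sequence with another annotated gene. Of the genes that were lower in SIRT1 KO mESCs, 167 fell by more than Smpdl3b on the log2 scale.

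**Figure D1:**
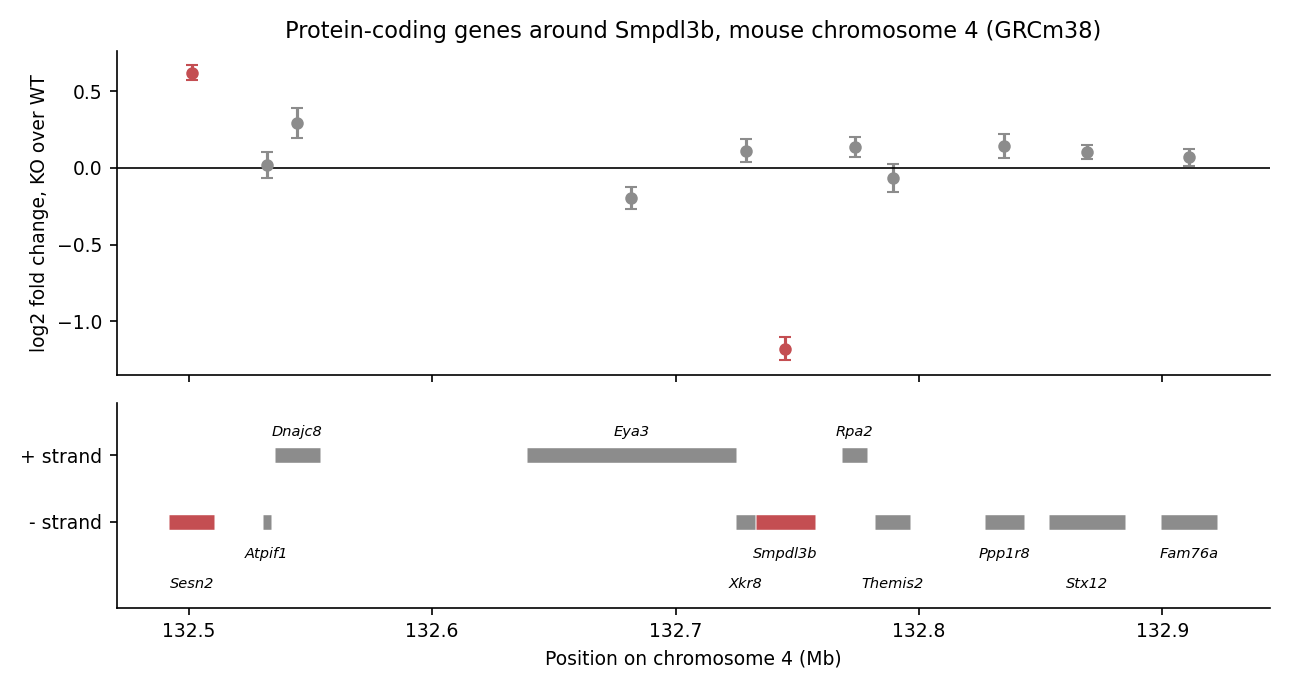
Log2 fold change (SIRT1 KO over WT, with SE) of Smpdl3b and its 10 nearest protein-coding genes against position on chromosome 4 of GRCm38 in Mb, with each gene drawn on its strand; red marks genes past an adjusted p of 0.01. Smpdl3b lies at -1.18 and every neighbour lies between -0.20 and 0.62.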

All these observations strongly suggest that the reduction of SMDPL3B expression in SIRT1 KO mESCs is due to defective transcription of *Smpdl3b* gene. In support of this notion, SIRT1 KO mESCs had a drastic depletion of Pol II near the TSS of *Smpdl3b* gene, along with decreased deposition of an activation mark H3K4me3 yet increased deposition of a repression mark H3K27me3 (Figure 5A), indicative of a strong attenuation of transcriptional activation of *Smpdl3b* gene in SIRT1 KO mESCs.

**Figure 4.**
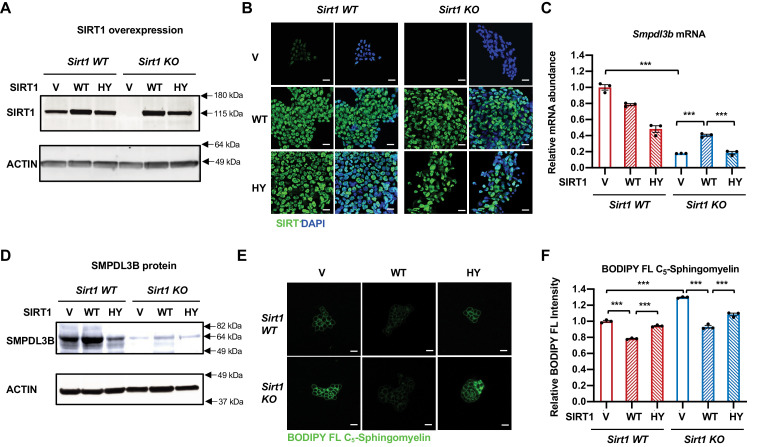
Expression of WT but not catalytically inactive SIRT1 partially rescues the sphingomyelin defect in SIRT1 KO mESCs. (**A–B**) SIRT1 protein levels in indicated mESCs. WT and SIRT1 KO mESCs were infected with lentiviral particles containing empty vector (PLenti-III-EF1α) or constructs expressing WT or a catalytically inactive mutant SIRT1 (H355Y, HY). The expression of SIRT1 was analyzed by either (**A**) immunoblotting or (**B**) immunofluorescence staining. Bars in B: 20 µm. (**C–D**) Expression of the HY mutant SIRT1 represses the expression of Smpdl3b in WT mESCs, whereas expression of WT but not the HY mutant SIRT1 increases the expression of Smpdl3b in SIRT1 KO mESCs. The expression of SMPDL3B was analyzed by either (**C**) qPCR or (**D**) immunoblotting. (n = 3 biological replicates, ***p<0.001). (**E–F**) Expression of WT but not HY mutant SIRT1 significantly reduces the sphingomyelin levels in both WT and SIRT1 KO mESCs. Indicated WT and SIRT1 KO mESCs cultured in ESGRO medium were labeled with BODIPY FL-labeled sphingomyelin for 30 min at 4 °C then incubated at 37°C for 30 min. The intensity of BODIPY FL-labeled sphingomyelin in cells were analyzed by (**E**) confocal fluorescence imaging and by (**F**) quantitative FACS (n = 3 biological replicates, ***p<0.001). Bars in E: 20 µm. Figure 4—source data 1.Numerical data for bar graphs in C and F. Figure 4—source data 2.Uncut immunoblots in A and D.

**Figure 5.**
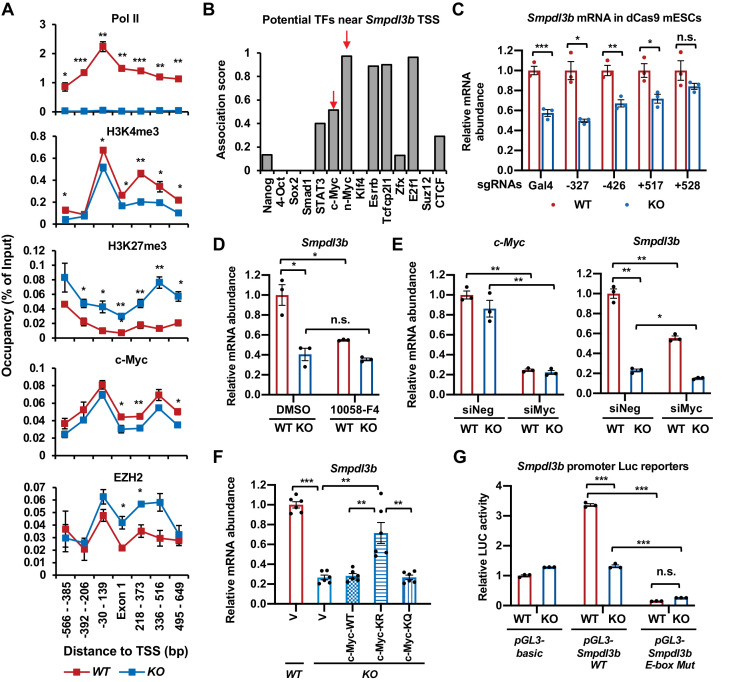
SIRT1 promotes the transcription of *Smpdl3b* through c-Myc in mESCs. (**A**) SIRT1 KO mESCs have reduced transcription of *Smpdl3b*. WT and SIRT1 KO mESCs cultured in ESGRO medium were crosslinked and subjected for ChIP-qPCR profiling of PolII, c-Myc, EZH2, and indicated chromatin activation or repression marks near the TSS region of *Smpdl3b* gene (n = 4 biological replicates, *p<0.05, **p<0.01, ***p<0.001). (**B**) Association scores of potential transcription factors (TFs) near the TSS of *Smpdl3b* gene. The association scores of indicated TFs were obtained from a published dataset (Evans et al., 2014). A higher score is suggestive of a higher chance of *Smpdl3b* gene being targeted by the potential TF. (**C**) A guide RNA (gRNA) targeting the +528 locus at the TSS region of *Smpdl3b* gene rescues the expression of this gene. sgRNAs targeting indicated loci near the TSS region of *Smpdl3b* gene were transfected into WT and SIRT1 KO mESCs stably expressing a dox-inducible dCas9 and BirA-V5 (dCas9 mESCs). The mRNA levels of *Smpdl3b* were analyzed by qPCR (n = 3 biological replicates, *p<0.05, **p<0.01, ***p<0.001). (**D**) Inhibition of c-Myc activity reduces the expression of *Smpdl3b* gene in mESCs. WT and SIRT1 KO mESCs were treated with DMSO or 10 mM 10058-F4 for 48 hr. The mRNA levels of *Smpdl3b* were analyzed by qPCR (n = 3 biological replicates, *p<0.05, **p<0.01, ***p<0.001). (**E**) Knocking down c-Myc significantly reduces the expression of *Smpdl3b* gene in mESCs. WT and SIRT1 KO mESCs were transfected with siRNAs against c-Myc for 48 hr. The mRNA levels of *c-Myc* and *Smpdl3b* were analyzed by qPCR (n = 3 biological replicates, *p<0.05, **p<0.01). (**F**) Overexpression of the KR mutant of c-Myc partially reduces the expression of *Smpdl3b* gene in SIRT1 KO mESCs. The mRNA levels of *Smpdl3b* in indicated mESCs were analyzed by qPCR (n = 6 biological replicates, **p<0.01, ***p<0.001). (**G**) Mutation of the c-Myc binding E-box element on the promoter of *Smpdl3b* gene abolishes the expression of *Smpdl3b* luciferase reporter in mESCs. Luciferase reporters containing the basic vector (pGL3-basic), the WT promoter of *Smpdl3b* gene, or a promoter of *Smpdl3b* gene with a mutant E-box were transfected into WT and SIRT1 KO mESCs, and the luciferase activities were measured as described in Materials and methods (n = 3 biological replicates, ***p<0.001). Figure 5—source data 1.Numerical data for graphs in A, B, C, D, E, F, and G.

**Figure 5—figure supplement 1.**
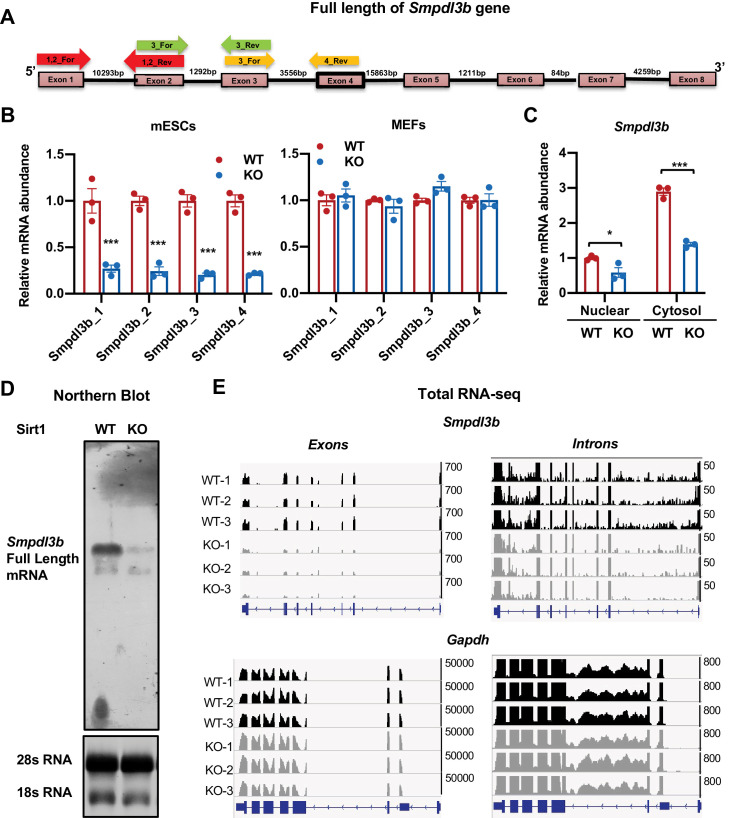
Deletion of SIRT1 reduces transcription of *Smpdl3b* gene. (**A**) Diagram of mouse *Smpdl3b* gene structure. The locations of indicated qPCR primers were denoted. (**B**) SIRT1 KO mESCs but not MEFs have reduced mature *Smpdl3b* mRNA. The relative mature mRNA levels of Smpdl3b were analyzed by qPCR by four different pairs of primers as indicated in (**A**) (n = 3 biological replicates, ***p<0.001). (**C**) SIRT1 KO mESCs have reduced *Smpdl3b* mRNA in both nuclear and cytosol. The nuclear and cytosol fraction of WT and SIRT1 KO mESCs were separated as described in Methods and mRNA levels of *Smpdl3b* were analyzed by qPCR (n = 3 biological replicates, *p<0.05, ***p<0.001). (**D**) SIRT1 KO mESCs have reduced levels of full length *Smpdl3b* mRNA. Total RNA from WT and SIRT1 KO mESCs were probed for full length *Smpdl3b* mRNA by Northern blotting as described in Materials and methods. (**E**) SIRT1 KO mESCs have reduced abundance of transcripts of *Smpdl3b* gene at both intronic and exonic regions. Ribo-minus total RNA from WT and SIRT1 KO mESCs were sequenced by Nova-seq. The total reads mapped to the whole mouse Smpdl3b gene were shown. The transcript abundance of *Gapdh* gene at both exonic and intronic regions was shown as control. Figure 5—figure supplement 1—source data 1.Numerical data for bar graphs in B and C.

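Gapdh, the glycolytic enzyme used as a control, was at 19.43 ± 0.040 in WT and 19.64 ± 0.059 in SIRT1 KO mESCs (SD, n = 3 for both). Its log2 fold change of 0.20 (SE 0.056, adjusted p = 0.0241 from limma) did not pass the threshold. It did pass with each library centred on the median of the tested genes (log2 fold change 0.26, adjusted p = 0.00908), without the filter on low values (adjusted p = 0.00569) and without WT replicate 2 (adjusted p = 0.00264), always as a higher value in SIRT1 KO mESCs, while over all alternatives its adjusted p ran from 0.00264 to 0.648. In single libraries Smpdl3b was at 13.89, 13.66 and 13.89 in WT and at 12.59, 12.69 and 12.62 in SIRT1 KO mESCs. From the lower abundance of both exonic and intronic RNA of Smpdl3b, together with its other assays of this RNA, the paper proposes that transcription of the gene is defective without SIRT1.

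**Figure D2:**
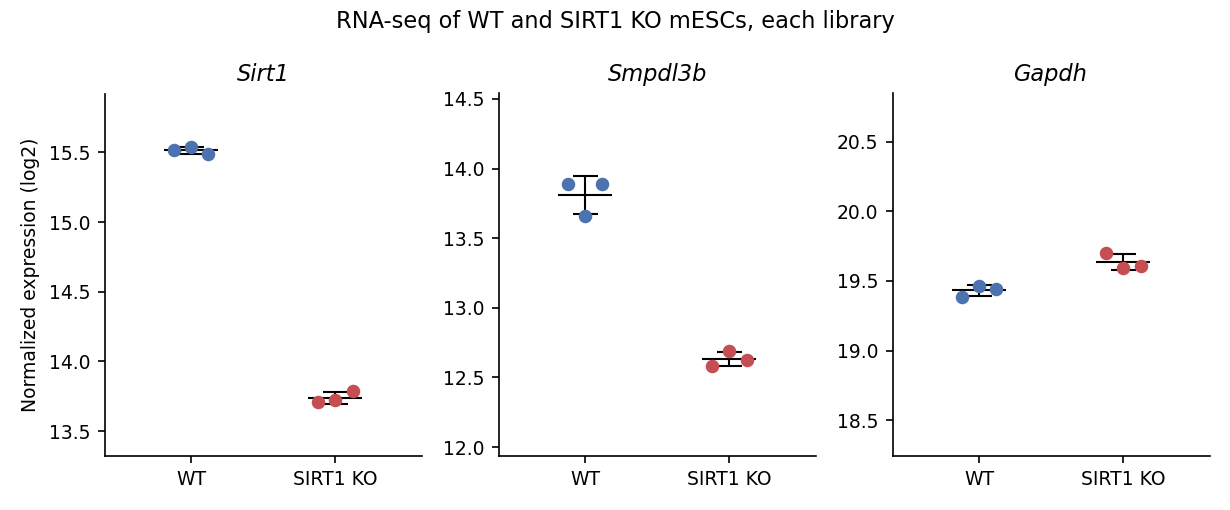
Normalized expression (log2) of Sirt1, Smpdl3b and Gapdh in each of the 3 WT and 3 SIRT1 KO libraries; points are libraries, the wide bar is the mean and the error bars are the SD, and the 3 axes span the same log2 range. SIRT1 KO libraries lie below all WT libraries for Sirt1 and Smpdl3b and above them for Gapdh, whose difference did not pass the threshold.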

**Figure 5—figure supplement 2.**
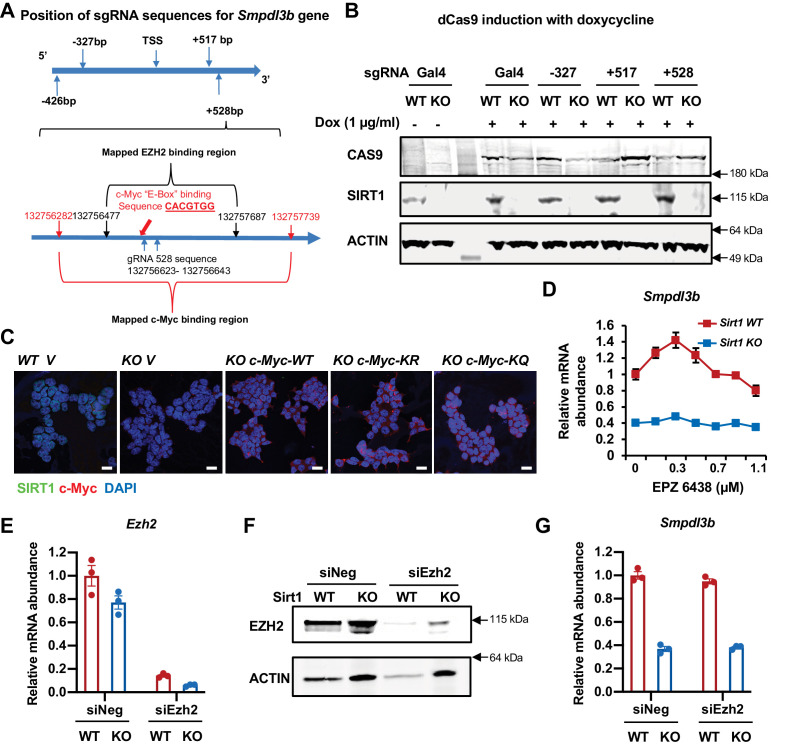
SIRT1 promotes the transcription of *Smpdl3b* through c-Myc but not EZH2 in mESCs. (**A**) The positions of sgRNA targeting sequences on the *Smpdl3b* gene. The targeting sequence of gRNA +528 is located in a region containing both mapped c-Myc binding site and EZH2 binding site. (**B**) The expression of dCas9 and SIRT1 in WT and SIRT1 KO dCas9 mESCs. WT and SIRT1 KO dCas9 mESCs transfected with indicated sgRNA were treated with 1 μg/ml Dox for 48 hr. (**C**) Overexpression of WT, K323R, and K323Q mutant of c-Myc in SIRT1 KO mESCs. WT and SIRT1 KO mESCs were infected with lentiviral particles containing empty vector (V) or constructs expressing WT, K323R (KR), or K323Q (KQ) mutant of c-Myc. Bars: 20 µm. (**D**) Inhibition of EZH2 have limited effect on the expression of *Smpdl3b* gene in mESCs. WT and SIRT1 KO mESCs were treated with EPZ 6438 at indicated concentrations for 48 hr (n = 3 biological replicates). (**E–F**) Knocking down EZH2 in mESCs. WT and SIRT1 KO mESCs were transfected with control siRNA (siNeg) or siRNAs against EZH2 (siEZH2) for 48 hr. The expression of *Smpdl3b* was analyzed by (**E**) qPCR (n = 3 biological replicates) and (**F**) immunoblotting. (**G**) Knocking down EZH2 have minimal effect on the expression of *Smpdl3b* gene in mESCs (n = 3 biological replicates). Figure 5—figure supplement 2—source data 1.Numerical data for bar graphs in D, E, and G. Figure 5—figure supplement 2—source data 2.Uncut immunoblots in B.

Sequence analysis of the TSS region revealed multiple potential transcription factors (TFs) that may target *Smpdl3b* gene, including two known SIRT1 deacetylation substrates, c-Myc and N-Myc (Tang et al., 2017; Menssen et al., 2012; Figure 5B). To determine the promoter region(s) and associated TF(s) that are responsible for the transcription suppression of *Smpdl3b* gene in SIRT1 KO mESCs, we designed small gRNAs (sgRNAs) to target different potential TF loci along the *Smpdl3b* promoter (Figure 5—figure supplement 2A, top), then analyzed their impacts on the expression of *Smpdl3b* after transfecting into WT and SIRT1 KO mESCs generated from a mouse ES cell line stably expressing a dox-inducible dCas9 and BirA-V5 (dCas9 mESCs, Figure 5—figure supplement 2B; Liu et al., 2017). It has been demonstrated that transfected sgRNAs in these cells are able to guide the deactivated Cas9 (dCas9) to bind to their targeting loci without further cleavage, resulting in altered transcription of the target gene (Liu et al., 2017). Compared to control Gal4 sgRNA and other sgRNAs, a sgRNA targeting a locus near 528 bp downstream of the TSS of *Smpdl3b* gene rescued the defective expression of *Smpdl3b* mRNA in SIRT1 KO dCas9mESCs (Figure 5C). Further bioinformatic analysis showed that this locus is overlapped with previously mapped binding regions of two TFs, c-Myc and EZH2 (Figure 5—figure supplement 2A, bottom). c-Myc is a known SIRT1 deacetylation substrate, and deacetylation of c-Myc by SIRT1 has been reported to increase its stability and activity (Menssen et al., 2012). We have previously shown that c-Myc is hyperacetylated but unstable in SIRT1 KO mESCs, which reduces its binding to target promoters thereby decreasing their transcription (Tang et al., 2017). The association of c-Myc protein to the promoter of *Smpdl3b* gene was indeed significantly reduced in SIRT1 KO mESCs by a ChIP-qPCR assay (Figure 5A, c-Myc). Moreover, inhibition of c-Myc activity by 10058-F4 (Yin et al., 2003; Figure 5D) or knocking down c-Myc with siRNAs (Figure 5E) significantly reduced the mRNA abundance of *Smpdl3b* in WT mESCs but not or to a less extend in SIRT1 KO mESCs, indicating that c-Myc is a key transcription factor in SIRT1-mediated regulation of *Smpdl3b*. Furthermore, SIRT1 promoted the transcription of *Smpdl3b* in part through deacetylating c-Myc, as a c-Myc mutant with its major acetylation site mutated to R to mimic deacetylated c-Myc (K323R, KR), partially rescued the expression of *Smpdl3b* in SIRT1 KO mESCs compared to empty vector (V), WT c-Myc, and a c-Myc mutant with its major acetylation site mutated Q to mimic acetylated c-Myc (K323Q, KQ) (Figure 5—figure supplement 2C and Figure 5F). Finally, a *Smpdl3b* promoter luciferase reporter containing a mutant c-Myc binding site (E-box) displayed a dramatically reduced activity in mESCs compared to a WT *Smpdl3b* promoter luciferase reporter (Figure 5G, *pGL3-Smpdl3b E-box Mut* vs *pGL3-Smpdl3b WT* in WT mESCs). Additionally, this mutant luciferase reporter had a comparable low activity in SIRT1 KO mESCs vs WT mESCs, further suggesting that the differential expression levels of *Smpdl3b* in WT and SIRT1 KO mESCs is mediated by c-Myc.

EZH2, an H3K27me3 methyltransferase and the functional enzymatic component of the Polycomb Repressive Complex 2 (PRC2), is also a deacetylation substrate of SIRT1 (Wan et al., 2015). Deacetylation of K348 of EZH2 by SIRT1 has been reported to reduce its stability and activity (Wan et al., 2015), which is consistent with our current observation that deletion of SIRT1 in mESCs significantly increased the occupancy of EZH2 and H3K27me3 on the promoter of *Smpdl3b* gene (Figure 5A, EZH2, H3K27me3). However, in contrast to c-Myc, neither inhibition of EZH2 activity by its inhibitor EPZ6438 (Figure 5—figure supplement 2D) nor knockdown of EZH2 by siRNAs (Figure 5—figure supplement 2E–G) significantly affected the expression of *Smpdl3b* in mESCs, particularly in SIRT1 KO mESCs, indicating that blocking EZH2-catalyzed H3K27 trimethylation alone is not sufficient to rescue SIRT1 deficiency-induced transcriptional suppression of *Smpdl3b* in mESCs. Collectively, our data demonstrate that SIRT1 activates the expression of *Smpdl3b* in mESCs primarily through deacetylation of c-Myc.

### SIRT1-regulated sphingolipid metabolism affects in vitro neural differentiation

SMPDL3B-catalyzed sphingomyelin degradation has been shown to reduce plasma membrane fluidity (Heinz et al., 2015). As expected from their reduced expression of SMPDL3B, SIRT1 KO mESCs had a reduced fraction of ordered structures (thereby increased membrane fluidity) compared to WT mESCs when probed with Di-4-ANEPPDHQ, an electrical potential sensitive fluorescent dye for detection of microdomains and (dis)ordered membrane in live cells (Figure 6A, vehicle). Treatment with methyl-β-cyclodextrin (MβCD), a cholesterol-extracting agent, further decreased the membrane order, particularly in SIRT1 KO mESCs (Figure 6A, MβCD). 

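Several groups of signaling genes held more genes that were lower in SIRT1 KO mESCs than genes that were higher. Of 53 measured genes of Wnt signaling, 13 were lower and 3 were higher (16 and 3 when adjusted over the list alone). Lower genes, with all sizes given on the log2 scale, included Lef1, a transcription factor of the pathway (log2 fold change -2.56, SE 0.17, adjusted p = 1.51e-05 from limma), the secreted Dkk3 (-1.87), Porcn, the acyltransferase that Wnt ligands need for secretion (-0.96), and Axin2, a target and negative regulator of the pathway (-0.72). Of 50 receptor tyrosine kinases, 12 were lower and 6 were higher (13 and 9 when adjusted over the list alone). Igf1r, the receptor of insulin-like growth factors, fell by 1.52 (SE 0.14, adjusted p = 7.5e-05), the collagen receptor Ddr2 fell by 1.27 and Tyro3 fell by 0.57, while Erbb3 rose by 0.65. Of 43 genes of TGF-beta, BMP and Nodal signaling, 11 were lower and 7 were higher (18 and 9 when adjusted over the list alone). The inhibitory Smad6 fell by 1.26 (SE 0.059, adjusted p = 2.43e-06), and the Nodal antagonists Lefty2 and Lefty1 and the TGF-beta receptor gene Tgfbr2 rose by 1.21, 1.00 and 1.39. Both Lefty genes lie on chromosome 1 from 180 to 185 Mb, where 35 genes had a median log2 fold change of -0.35, and Tgfbr2 lies on chromosome 9 from 115 to 120 Mb, where 27 genes had a median of 0.40. Of 33 Notch genes, 7 were lower and 3 were higher, both before and after adjustment over the list alone, among them the lower Rbpj, the DNA-binding factor of the pathway (-0.76), Jag1 (-0.54) and Notch1 (-0.63) and the higher Hes1, a target of the pathway (0.42, adjusted p = 0.00157). The call of Hes1 was lost without SIRT1 KO replicate 2 or 3 (adjusted p = 0.0127 and 0.012), with a range from 0.000495 to 0.0127 over all alternatives. Of 37 genes of insulin and IGF signaling, 7 were lower and 4 were higher (9 and 5 when adjusted over the list alone), with Pik3cd at -0.66, Shc1 at 0.60 and Akt1 at 0.59. FGF-ERK signaling went the other way in number, with 3 of 43 genes lower and 5 higher, before and after adjustment over the list alone. Fgf2 was at -0.83, and the feedback inhibitors Dusp5 and Spry2 were at 0.61 and 0.69. Of 32 integrin and focal adhesion genes, 6 were lower and 7 were higher (6 and 8 when adjusted over the list alone). Only the Wnt list passed camera's test with a preset correlation among these (adjusted p = 0.00173), and not with an estimated correlation (adjusted p = 0.463). The remaining lists had adjusted p from 0.0738 for Notch to 0.977 for integrins, while fry's test of each list on its own was passed, as lower, by the Wnt, Notch and TGF-beta lists (adjusted p = 0.00196, 0.00754 and 0.046). Under alternatives camera also called the Notch list lower, with median centring (adjusted p = 0.0278), after quantile normalization (0.0368), with a filter at a mean of 1000 chosen after seeing the data (0.0243) and without WT replicate 1 or 2 (0.0438 and 0.0449), the TGF-beta list with median centring (0.046) and the insulin list without WT replicate 1 (0.0454).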

In line with this observation, pathways involved in cell surface receptor signaling pathway and intracellular signal transduction were among the most significantly disrupted Gene Ontology (GO) Biological Process (GO BP) in SIRT1 KO mESCs when compared with WT mESCs in our Ribo-minus RNA-seq dataset (Figure 6—figure supplement 1).

**Figure 6.**
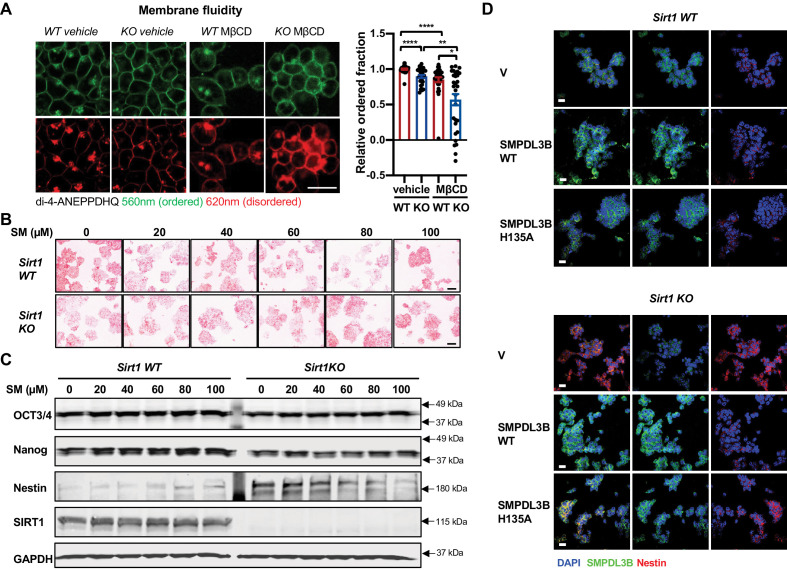
Sphingomyelin accumulation increases membrane fluidity and induces expression of Nestin in SIRT1 KO mESCs. (**A**) SIRT1 KO mESCs have an increased membrane fluidity. WT and SIRT1 KO mESCs cultured in ESGRO medium were preincubated with or without 2.5 mM MβCD for 1 hr, then stained with 5 μM di-4-ANEPPDHQ for at least 30 min. The relative ordered fraction in each group was analyzed as described in Materials and methods (n = 30 clones/group, *p<0.05, **p<0.01, ***p<0.001, ****p<0.0001). Bars: 10 µm. (**B–C**) Exogeneous sphingomyelin treatment increases Nestin but not pluripotency markers in mESCs. WT and SIRT1 KO mESCs were treated with indicated concentrations of sphingomyelin (SM) in ESGRO medium for 48 hr. (**B**) The intensity of AP was analyzed as described in Materials and methods. Bars: 100 µm. (**C**) The protein abundance of pluripotency marker OCT3/4, Nanog and neuroepithelial stem cell marker Nestin in WT and Sirt1 KO mESCs were determined by immunoblotting. (**D**) Overexpression of WT but not a catalytic inactive mutant SMPDL3B reduces the expression of Nestin in SIRT1 KO mESCs. WT and SIRT1 KO mESCs transfected with an empty vector (V), a construct expressing WT SMPDL3B protein (SMPDL3B WT), or a construct expressing a catalytic inactive mutant SMPDL3B protein (SMPL3B H135A) were stained for SMPDL3B and Nestin. Scale bars: 20 µm. Figure 6—source data 1.Numerical data for bar graphs in A. Figure 6—source data 2.Uncut immunoblots in C.

**Figure 6—figure supplement 1.**
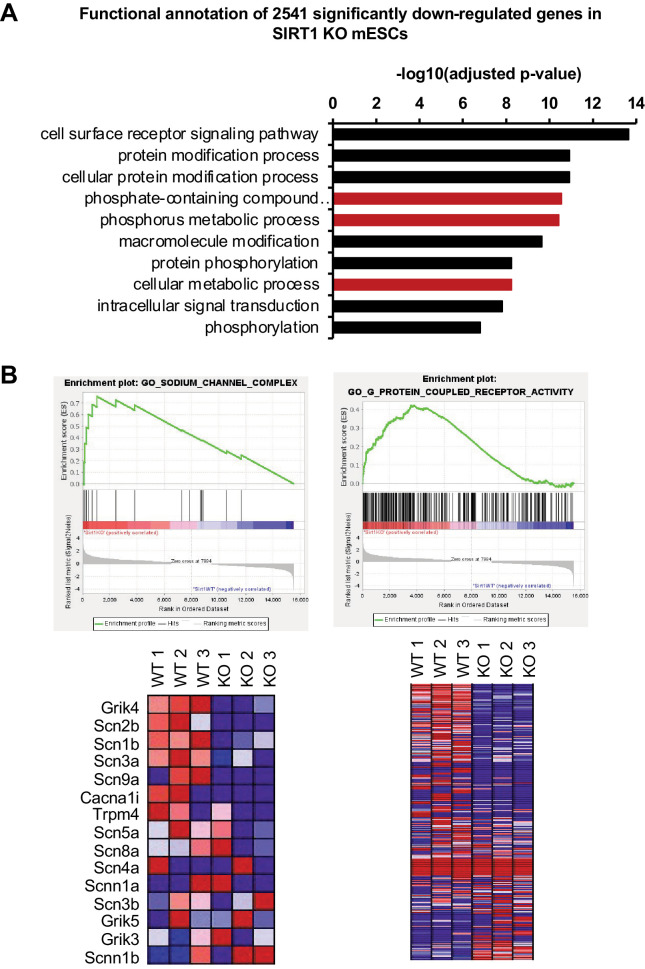
SIRT1 deficiency in mESCs significantly reduces the expression of genes involved in signaling pathways. (**A**) Genes involved in signaling pathways are significantly enriched in genes downregulated in SIRT1 KO mESCs (q < 0.01). Red, pathways containing *Smpdl3b*. (**B**) Two major impaired membrane pathways in SIRT1 KO mESCs. GSEA analysis of transcriptomes from WT and SIRT1 KO mESCs was performed as described in Materials and methods. Two major downregulated membrane pathways were shown (n = 3 biological replicates).

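Taken together, 8 signaling lists held a larger share of lower genes than other protein-coding genes did, though not each list by itself. Of 483 tested protein-coding genes in 8 signaling lists taken together, 77 or 15.9% were lower in SIRT1 KO mESCs, against 11.2% of the other tested protein-coding genes (two-sided Fisher's exact test, p = 0.00167). In the other direction, 47 or 9.73% of them were higher, against 12.5% of the others (two-sided Fisher's exact test, p = 0.0793). Lower genes made up 24.5% of the Wnt list and 25.6% of the TGF-beta, BMP and Nodal list (adjusted p = 0.0418 for both from Fisher's exact test, over 18 tests) and 24% of the receptor tyrosine kinases (adjusted p = 0.0492). The share was 21.2% for Notch (adjusted p = 0.322), 18.9% for insulin and IGF signaling and 18.8% for integrins (adjusted p = 0.411 for both), and 6.98% for FGF-ERK signaling (adjusted p = 0.668). The largest of the 8 lists, 209 G protein-coupled receptors, held 11.5% lower genes, against 11.3% of other protein-coding genes. The background was the protein-coding genes that entered the test of all genes, not matched on level. Fisher's test was not among the tests set before the deposited values were examined. Its p-values for the 8 lists together are not adjusted. Genes of a list are not independent of each other, which Fisher's test assumes, and the Gene Ontology sets of the paper were not used here.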

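Sodium channel and receptor genes of the plasma membrane were tested as lists of their own. Of 16 measured sodium channel subunits, 3 were lower in SIRT1 KO mESCs and none was higher (4 and 0 when adjusted over the list alone). The auxiliary subunit Scn2b fell by 1.84 on the log2 scale (SE 0.12, adjusted p = 1e-05 from limma), the pore-forming Scn3a fell by 0.61 (SE 0.074, adjusted p = 0.000374) and the auxiliary Scn4b fell by 0.41 (SE 0.053, adjusted p = 0.000606). Of 209 G protein-coupled receptors outside smell and taste, 24 were lower, 13 were higher and 172 did not pass (26 and 13 when adjusted over the list alone). The somatostatin receptor Sstr2 fell by 1.47, the adhesion receptor Adgrb2 fell by 1.31 and the beta-3 adrenergic receptor Adrb3 fell by 1.18, while the adhesion receptor Adgrd1 rose by 1.20 (adjusted p from 2.2e-06 to 3.82e-06 from limma). Lower genes made up 18.8% of the sodium channels and 11.5% of these receptors, against 11.3% of other protein-coding genes (Fisher's exact test, adjusted p = 0.668 and 1), and higher genes were less frequent among the receptors, at 6.22% against 12.5% (adjusted p = 0.0418). Neither list passed camera's comparison with all other genes (adjusted p = 0.253 for sodium channels and 0.221 for the receptors). Tested on their own for a net direction with fry, both moved down (adjusted p = 0.0051 and 0.00569).

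**Figure D3:**
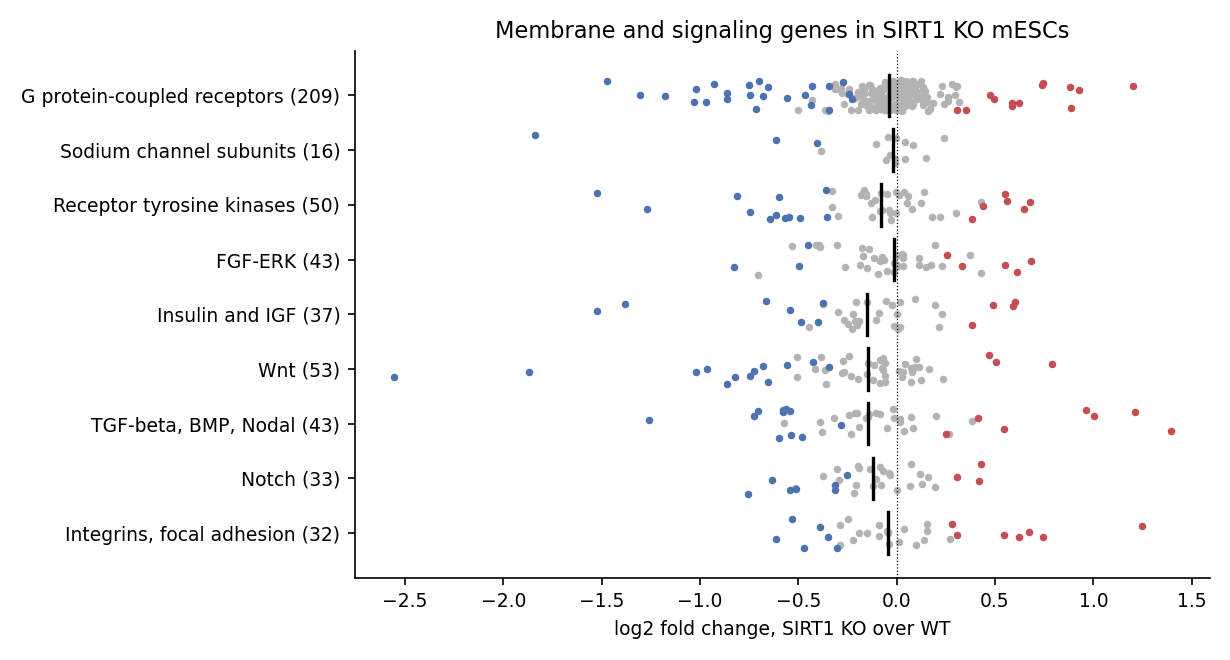
Log2 fold change (SIRT1 KO over WT) of each measured member of 9 lists, with the number of members in brackets; red points were higher and blue points lower at an adjusted p under 0.01, gray points did not pass, and black bars are list medians. In the sodium channel list the 3 blue points are Scn2b, Scn3a and Scn4b, and the receptor list has 24 blue and 13 red points around a median near 0.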

Sphingolipids are bioactive lipids important for stem cell survival and differentiation (Bieberich, 2008; Wang et al., 2018). Since we previously observed that SIRT1 KO mESCs have a compromised pluripotency (Tang et al., 2017), we investigated whether sphingomyelin accumulation in SIRT1 KO mESCs is responsible for their reduced pluripotency. Compared to WT mESCs, SIRT1 KO mESCs had a reduced staining intensity of Alkaline Phosphatase (AP), a marker of undifferentiated ESCs (Figure 6B), along with decreased expression of OCT3/4 and Nanog, two pluripotent stem cell markers, and increased expression of Nestin, a neuroectodermal stem cell (NSC) marker (Figure 6C). However, sphingomyelin treatment did not consistently affect the AP staining intensity (Figure 6B) nor induced any significantly changes on the expression of pluripotency markers in either WT or SIRT1 KO mESCs (Figure 6C, OCT3/4 and Nanog). In contrast, sphingomyelin dose-dependently increased the expression of Nestin, a NSC marker that was induced in SIRT1 KO mESCs, but not in WT mESCs (Figure 6C, Nestin). Moreover, overexpression of WT but not H135A mutant SMPDL3B reduced the expression of Nestin in SIRT1 KO mESCs (Figure 6D), suggesting that SMPDL3B deficiency-resulted sphingomyelin accumulation may interfere neural differentiation in SIRT1 KO mESCs instead of their pluripotency.

Consistent with this observation, during a 4-week in vitro neural differentiation of mESCs (Figure 7A; Ying et al., 2003; Abranches et al., 2009), the mRNA levels of *Sirt1* and *Smpdl3b* were significantly reduced in WT E14 mESCs, along with dramatic decrease of *Nanog* and *Oct4* and massive induction of several NSC and neural differentiation factors, such as *Sox3*, *Nestin*, *Notch3*, and *Tau* (Figure 7B, WT). However, both the reduction of pluripotency markers and the induction of NSC/neural differentiation factors were significantly blunted when SIRT1 was deleted in E14 mESCs (Figure 7B, KO), indicating that SIRT1 deficiency impairs in vitro neural differentiation of these cells. Further cellular and morphological analyses by immunofluorescence staining of progenitor and neuronal markers showed that progenitors and neurons differentiated from WT E14 mESCs have high expression of marker proteins and typical mature neuronal morphology, including elongated axons and dendrites, after 4-week differentiation (Figure 7C, WT). Progenitors and neurons differentiated from SIRT1 KO E14 mESCs, on the other hand, had low levels of these markers and lacked typical neuronal morphology (Figure 7C, KO). Additionally, SIRT1 KO mESCs also displayed defective neural differentiation after in vitro differentiation (Figure 7D), indicating that SIRT1 deficiency in mESCs impairs neural differentiation in vitro in a cell line independent manner.

**Figure 7.**
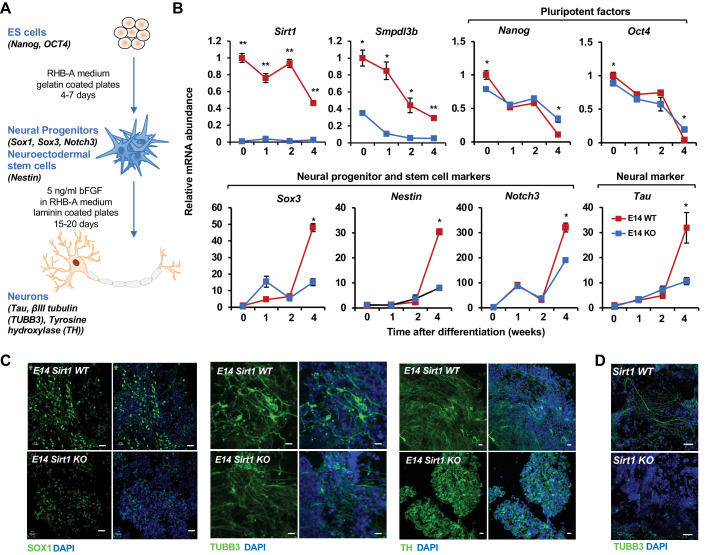
SIRT1 KO mESCs have an impaired neural differentiation in vitro. (**A**) A diagram of the in vitro neural differentiation system. (**B**) SIRT1 KO E14 mESCs are less responsive to in vitro neural differentiation than WT mESCs. The expression of indicated genes were analyzed by qPCR during 4 weeks of in vitro neural differentiation. Please note that deletion of SIRT1 resulted in reduction in both repression of pluripotent factors and induction of markers for neural progenitors/stem cells and neurons (n = 3 biological replicates, *p<0.05, **p<0.01). (**C**) SIRT1 KO E14 mESCs have reduced expression of neural differentiation markers and disordered neuronal morphology. WT and SIRT1 KO E14 mESCs after 4 weeks of in vitro neural differentiation were stained for a neural progenitor marker SOX1 (left panels) and neuronal markers beta III tubulin (TUBB3, middle panels) and TH (right panels). Scale bars: 20 µm. (**D**) SIRT1 KO mESCs have reduced expression of TUBB3 and mature neuronal morphology. WT and SIRT1 KO mESCs after 4 weeks of in vitro neural differentiation were stained for TUBB3. Scale bars: 50 µm. Figure 7—source data 1.Numerical data for line graphs in B.

To validate that defective neural differentiation of SIRT1 KO mESCs is related to their accumulation of sphingomyelin, we analyzed whether adding back SMPDL3B in these cells will rescue their neural differentiation defects. Morphologically, putting back SMPDL3B into SIRT1 KO mESCs increased neurons with elongated axons and dendrites (Figure 8A and B, SIRT1 KO SMPDL3B), which was associated with the increased fraction of cells positive of several neural markers when analyzed by FACS analysis (Figure 8C, SIRT1 KO SMPDL3B). Moreover, the expression of several progenitor and neuronal markers was also increased by adding back SMPDL3B in SIRT1 KO mESCs when analyzed by immunofluorescence staining (Figure 8D, SIRT1 KO SMPDL3B) or by qPCR (Figure 8E, SIRT1 KO SMPDL3B). Overexpression of SMPDL3B in WT mESCs, however, disrupted the expression of progenitor markers and morphology of neurons (Figures 8B, C and D, SIRT1 WT SMPDL3B), suggesting that a balanced sphingomyelin degradation is required to maintain normal neural differentiation. Conversely, in vitro neural differentiation of WT and SIRT1 KO mESCs with or without stable knockdown of SMPDL3B revealed that reduction of this enzyme disrupts neural differentiation in both WT and SIRT1 KO mESCs (Figure 8F), indicative the importance of this enzyme in normal neural differentiation. Finally, putting back WT SIRT1 protein into SIRT1 KO mESCs rescued expression of progenitor marker SOX1 and NSC marker Nestin as well as neuronal morphology after in vitro neural differentiation (Figure 8G, SIRT1 KO-WT). In contrast, putting back a catalytic inactive SIRT1 mutant failed to restore marker protein expression and/or neuronal morphology (Figure 8G, SIRT1 KO-HY), confirming that the neural differentiation defects observed in SIRT1 KO mESCs are primarily due to a lack of SIRT1 deacetylase activity. Taken together, our observations indicate that SIRT1-mediated transcription of *Smpdl3b* and sphingolipid degradation influence neural differentiation in vitro.

**Figure 8.**
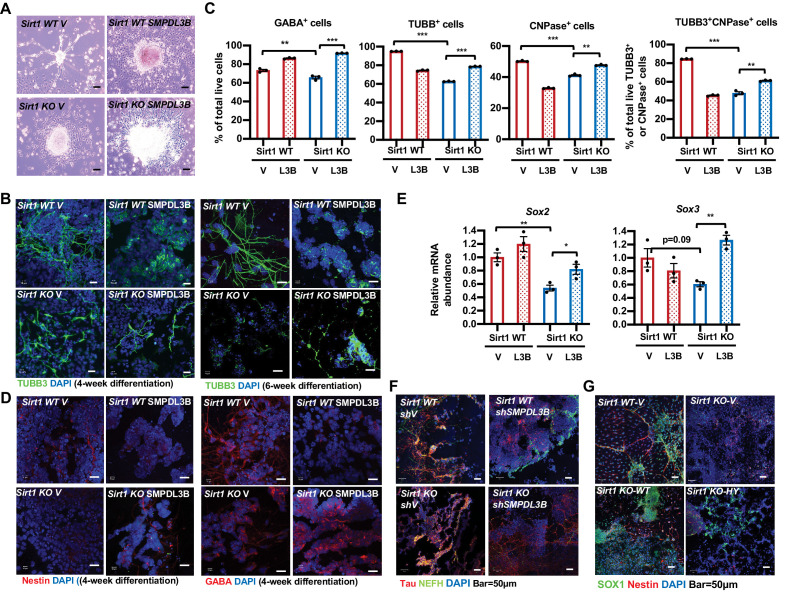
Reduced expression of SMPDL3B is partially responsible for impaired in vitro neural differentiation in SIRT1 KO mESCs. (**A**) Overexpression of SMPDL3B partially rescues gross neuronal morphology in in vitro differentiated SIRT1 KO mESCs. WT and SIRT1 KO mESCs stably infected with lentiviral particles containing empty vector (V) or constructs expressing SMPDL3B protein were subjected to 4 weeks of in vitro neural differentiation. The cell morphology was analyzed using regular light microscopy fixed with ZEISS AxioCamHR camera. Scale bars: 20 µm. (**B**) Overexpression of SMPDL3B partially rescues neuronal morphology in in vitro differentiated SIRT1 KO cells. WT and SIRT1 KO mESCs expressing vector (V) or SMPDL3B were differentiated for 4 weeks or 6 weeks. Six weeks of differentiation is for a better morphological analysis. The expression of TUBB3 and neuronal morphology were analyzed by immunofluorescence staining. Scale bars: 20 µm. (**C**) Overexpression of SMPDL3B partially increased the fraction of differentiated cells in in vitro differentiated SIRT1 KO cells. WT and SIRT1 KO mESCs expressing vector (V) or SMPDL3B were differentiated as in (**A**). The fraction of differentiated cells positive of indicated neural markers were quantified by FACS (n = 3 biological replicates, **p<0.01, ***p<0.001). (**D**) Overexpression of SMPDL3B partially rescues the expression of neural markers in in vitro differentiated SIRT1 KO cells. WT and SIRT1 KO mESCs expressing vector (V) or SMPDL3B were differentiated as in (**A**). The expression of indicated neural markers were analyzed by immunofluorescence staining. Scale bars: 20 µm. (**E**) Overexpression of SMPDL3B partially rescues the expression of neural progenitor markers in in vitro differentiated SIRT1 KO cells. WT and SIRT1 KO mESCs expressing vector (V) or SMPDL3B were differentiated as in (**A**). The expression of SOX2 and SOX3 were analyzed by qPCR (n = 3 biological replicates, *p<0.05, **p<0.01). (**F**) Knocking down SMPDL3B in WT mESCs impairs neural differentiation in vitro. WT and SIRT1 KO mESCs with or without stable knockdown of SMPDL3B were in vitro differentiated into neurons for 4 weeks. The expression of neural markers Tau and NEFH were analyzed by immunofluorescence staining. Scale bars: 50 µm. (**G**) WT but not a catalytic inactive SIRT1 rescues neural differentiation in vitro. WT and SIRT1 KO mESCs expressing vector (V), WT SIRT1, or a mutant SIRT1 lacking catalytic activity (HY) were in vitro differentiated into neurons for 4 weeks. The expression of neural markers SOX1 and Nestin were analyzed by immunofluorescence staining. Scale bars: 50 µm. Figure 8—source data 1.Numerical data for bar graphs in C and E.

### Maternal HFD feeding induces accumulation of sphingomyelin and impairs neural development in SIRT1-deficient embryos

To assess the importance of sphingolipid metabolism in SIRT1-regulated neural differentiation in vivo, we investigated whether embryonic SIRT1 deficiency is associated with altered sphingomyelin accumulation and neural differentiation in mice. Consistent with our previous observations (Tang et al., 2017), systemic deletion of SIRT1 in C57BL/6J mice leads to intrauterine growth retardation when dams were fed on a regular chow diet (containing 4% fat) (Figure 9A, chow). The mRNA levels of *Smpdl3b* were significantly reduced in the brain of SIRT1 KO E18.5 embryos (Figure 9B). However, these embryos did not display any detectable defects in brain sphingomyelin levels, nor in expression of a number of neural progenitor and neuron markers (Figure 9C and D, chow) despite reported developmental defects in other systems (McBurney et al., 2003; Cheng et al., 2003; Wang et al., 2008). Since HFD feeding has been shown to induce sphingolipid biosynthesis and turnover of sphingolipids in multiple tissues (Choi and Snider, 2015), we tested whether maternal HFD feeding could induce sphingomyelin accumulation and disrupt neural development in SIRT1 KO embryos. Intriguingly, maternal feeding of an HFD diet containing 36% fat for 4–8 weeks before breeding significantly reduced intrauterine growth of embryos, particularly on SIRT1 KO embryos, at E18.5 (Figure 9A, HFD). Maternal HFD feeding also elevated sphingomyelin contents in all tested regions of brain in SIRT1 KO but not WT E18.5 embryos (Figure 9C, HFD). These maternal HFD feeding-induced gross and metabolic alterations were associated with reduced expression of many intermediate progenitor and mature neuron markers (Figure 9D, HFD) without significant changes on early stage neuroepithelial cell markers and oligodendrocyte markers (not shown), suggesting that SIRT1 deficiency-induced sphingomyelin accumulation specifically delays neuron maturation in mouse embryos.

**Figure 9.**
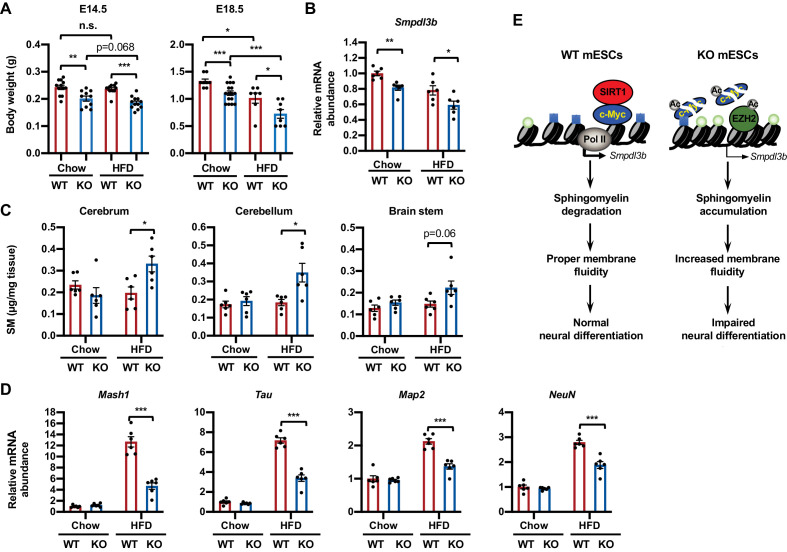
Maternal high-fat diet (HFD) feeding impairs neural development in SIRT1 deficient embryos. (**A**) Maternal HFD feeding reduces body weight of embryos. Maternal HFD feeding was performed 4-8 weeks before pregnancy (pre-feeding) as described in Materials and methods. Body weight of E14.5 and E18.5 embryos were measured (*p<0.05, **p<0.01, ***p<0.001). (**B**) SIRT1 KO embryos have reduced expression of *Smpdl3b* in brains. The mRNA levels of *Smpdl3b* in brain of E18.5 embryos from chow fed dams or HFD fed dams were analyzed by qPCR (n = 6 embryos, *p<0.05, **p<0.01). (**C**) Maternal HFD feeding induces sphingomyelin accumulation in brains of SIRT1 KO embryos. Maternal HFD feeding was performed 4-8 weeks before pregnancy (pre-feeding) as described in Materials and methods. Brains from E18.5 embryos were dissected into three parts and the endogenous sphingomyelins were extracted and measured (n = 6 embryos, *p<0.05). (**D**) Maternal HFD feeding induces defective expression of neural markers in brains of SIRT1 KO embryos. The mRNA levels of indicated neural markers in brain of E18.5 embryos from chow fed dams or HFD fed dams were analyzed by qPCR (n = 6 embryos, *p<0.05, **p<0.01, ***p<0.001). (**E**) SIRT1 regulates sphingomyelin degradation and neural differentiation of mESCs through c-Myc and EZH2. SIRT1 is highly expressed in mESCs cells, where it functions to promote association of c-Myc and recruitment of Pol II to activate transcription of *Smpdl3b* gene and subsequent sphingomyelin degradation. This action of SIRT1 is important for maintenance of a proper membrane fluidity for normal neural differentiation in response to nutritional/developmental cues. Deletion of SIRT1 causes hyperacetylation and instability of c-Myc, leading to Pol II depletion and transcriptional repression of *Smpdl3b*. SIRT1 deficiency-induced hyperacetylation and stabilization of EZH2 likely enforce this transcriptional suppression by adding H3K27me3 mark. This transcriptional repression of *Smpdl3b* is associated with accumulation of sphingomyelin, which increases membrane fluidity and impairs neural differentiation. Light blue squares: H3K4me3; Light green circles: H3K27me3; Ac: acetylation. Figure 9—source data 1.Numerical data for bar graphs in A, B, C, and D.

## Discussion

Highly enriched in the nervous system, sphingolipids are important for the development and maintenance of the functional integrity of the nervous system (van Echten-Deckert and Herget, 1758; Olsen and Færgeman, 2017). Perturbations of the sphingolipid metabolism has been shown to rearrange the plasma membrane, resulting in development of various human diseases, particularly neurological diseases (Piccinini et al., 2010). However, despite these diverse biological functions, the transcriptional regulation of sphingolipid metabolism is largely unknown. In the present study, we show that cellular sphingomyelin degradation is under transcriptional control of SIRT1, an important cellular metabolic sensor. We provide evidence that the SIRT1-Myc axis is vital for transcriptional activation of SMPDL3B, a major GPI-anchored plasma-membrane-bound sphingomyelin phosphodiesterase in mESCs. This transcriptional regulation directly impacts cellular levels of sphingomyelin and membrane fluidity, and is important in regulation of neural differentiation in response to developmental signals (Figure 9E). Our findings therefore identify a unique genetic regulatory pathway for sphingolipid homeostasis. Given the high sensitivity of SIRT1 to nutritional and environmental perturbations (e.g. activation upon caloric restriction and repression after HFD feeding or during aging Cantó and Auwerx, 2009; Imai, 2009), our study further suggests that SIRT1-Myc-regulatetd sphingolipid degradation may be an important element in mediating reported environmental influence on sphingolipid metabolism (Choi and Snider, 2015; Giusto et al., 1992; Lightle et al., 2000; Tacconi et al., 1991). It will be of great interest to test this possibility in future studies.

As the most conserved mammalian NAD^+^-dependent protein deacetylase, SIRT1 has a number of important functions in the brain, including regulation of late stage of neural development and protection against a number of neurodegenerative diseases (Herskovits and Guarente, 2014). In particular, SIRT1 has been shown to modulate the neural and glial specification of neural precursors (Prozorovski et al., 2008; Kang et al., 2010) and repress low glucose induced proliferation and neurogenesis of neural stem and progenitor cells (NSCs) in vitro (Fusco et al., 2016). Our observations in the present study demonstrate that SIRT1 is also a key metabolic regulator for the differentiation of neural progenitors/NSCs from ESCs. Our results show that SIRT1 is highly expressed in mESCs cells (Figure 7B), where it functions to promote c-Myc-mediated transcriptional activation of SMPDL3B and sphingomyelin degradation (Figures 1–4). This action of SIRT1 appears to have minimal impacts on the pluripotency of mESCs (Figure 6B and C), but instead is important for maintenance of a proper membrane fluidity for normal neural differentiation in response to nutritional/developmental cues (Figure 9E). Thus, by interacting with different protein factors, SIRT1 is important for neural differentiation and development at multiple stages.

How impaired degradation of sphingomyelin might influence the differentiation of ESCs remains unclear. Our observations that SMPDL3B deficiency in SIRT1 KO mESCs is associated with increase of membrane fluidity (Figure 6A) and that pathways involved in cell surface receptor signaling pathway are one of the most significantly downregulated biological processes in SIRT1 KO mESCs (Figure 6—figure supplement 1) suggest that impaired signaling transduction may underlie the impaired neural differentiation of these cells. This idea is consistent with the notion that sphingomyelin is important for formation of microdomains/lipid rafts on the plasma membrane for organization of many signaling proteins (Brown and London, 1998). Future studies are needed to directly test whether the plasma membrane/microdomain association of signaling proteins involved in neural differentiation (e.g. insulin and/or bFGF signaling pathways) is disrupted and whether the phosphorylation of downstream signal transduction factors is reduced in SIRT1 KO mESCs upon induction of neural differentiation. Our findings further suggest that an appropriate content of sphingomyelin, thereby a suitable degree of membrane fluidity, is required to maintain a proper signaling transduction for normal neural differentiation, as too much sphingomyelin resulted from direct sphingomyelin supplementation (Figure 6C) or SMPDL3B knockdown (Figure 8F) and too little sphingomyelin resulted from SMPDL3B overexpression (Figure 8B and D) all impair the expression of neural markers and differentiation.

Our observations that *Smpdl3b* promoter is targeted by both c-Myc and EZH2, consequently with ‘co-localization’ of antagonistic epigenetic marks H3K4me3 and H3K27me3 at the same locus near its TSS (Figure 4A and S5A), suggest that *Smpdl3b* in mESCs might be a bivalent promoter-associated gene (Bernstein et al., 2006; Sanz et al., 2008; Vastenhouw and Schier, 2012). The bivalent chromatin domains in ESCs often mark lineage regulatory genes, and it has been proposed that bivalent domains might repress lineage control genes by H3K27me3 during pluripotency while keeping them poised for activation upon differentiation with H3K4me3 (Vastenhouw and Schier, 2012). Interestingly, the bivalent chromatin domain on *Smpdl3b* appears to keep it active in mESCs while poising it to be repressed upon differentiation. Moreover, while long-recognized as a transcription repressor through deacetylation of histones, SIRT1 plays an active role in remodeling this bivalent domain by stabilizing c-Myc while restricting EZH2-induced H3K27me3 in mESCs (Figure 9E). Our present study reveals that this SIRT1/c-Myc/EZH2-regulated bivalent domain remodeling enables swift membrane remodeling in response to developmental signals, allowing more efficient and synchronous neural differentiation. Premature disruption of this chromatin remodeling complex in mESCs alters membrane fluidity (Figure 5A), which may in turn affect developmental signaling transduction (e.g. insulin, bFGF) and impair neural differentiation. Future studies will be needed to elucidate the general role of this bivalent chromatin switch in regulation of pluripotency vs lineage genes, as well as in process of somatic cell reprogramming and/or transformation.

The transcriptional regulation of sphingolipid metabolism and neural differentiation by the SIRT1-Myc axis in mESCs revealed in our present study is very intriguing, as we have previously reported that the same regulatory axis is key for methionine metabolism and maintenance of pluripotency in mESCs (Tang et al., 2017). While our data show that accumulation of sphingomyelin in SIRT1 KO mESCs is independently of methionine metabolism (Figure 1—figure supplement 1B and Supplementary file 1), additional studies are needed to assess how the SIRT1-Myc regulatory axis coordinates diverse metabolic processes to shape stem cell fates in response to different environmental signals. It is also worth noting that SIRT1 KO mESCs have additional lipid metabolic defects, including depletion of monoacyglycerols, accumulation of plasmalogens, acetylcholine, and monohydroxy fatty acids, and altered phospholipids, regardless of medium methionine concentrations (Figure 1—figure supplement 1B and Supplementary file 1). It will be of importance to evaluate the contribution of these lipid metabolic defects to the observed hypersensitivity of SIRT1 KO embryos to maternal HFD feeding-induced intrauterine growth retardation (Figure 9A) in future studies.

Our study has a few important implications. Firstly, the previously uncharacterized transcriptional regulation of SIRT1 on sphingomyelin degradation directly links cellular levels of sphingomyelin and membrane fluidity with cellular energy status, and provides a possible molecular mechanism for the beneficial impacts of SIRT1 small molecule activators and/or NAD^+^-boosting dietary supplements on human neurodegenerative diseases. Secondly, given the prevalence of obesity and metabolic syndrome in the reproductive population in modern society, the hypersensitivity of SIRT1 KO embryos to maternal HFD feeding-induced intrauterine growth retardation and neurodevelopmental defects suggests that pharmacological activation of SIRT1 by small molecule activators and/or NAD^+^-boosting dietary supplements might be able to attenuate maternal obesity-associated neonatal complications and defective childhood neurodevelopment (Iessa and Bérard, 2015; Helle and Priest, 2020; Tong and Kalish, 2021).

In summary, our study uncovers a SIRT1-Myc-mediated transcriptional regulation of sphingomyelin degradation that modulates neural differentiation of ESCs. This finding highlights the importance of SIRT1 and its regulation in mESC differentiation and embryonic development, and may have important implications in potential therapeutic strategies again human neurodegenerative diseases and/or maternal obesity-induced adverse developmental outcomes.

## Materials and methods

### Key Resources Table

Please see the appendix.

### Mammalian cell lines

WT ad SIRT1 KO mESCs generated in R1 mESC line have been reported previously (Tang et al., 2014; McBurney et al., 2003). They were a gift from Dr. Michael McBurney at Ottawa Hospital Research Institute.

ES-E14TG2a (E14) mESC line was purchased from ATCC. WT and SIRT1 KO E14 mESCs were generated by CRISPR/Cas9 mediated gene editing technology using lentivirus carrying either all-in-one empty vector pCRISPR-CG01 vector or pCRISPR-CG01 containing different sgRNAs targeting mouse *Sirt1* gene (GeneCopoeia). Stable single colonies were picked up and screened with immunoblotting assay using anti-SIRT1 antibodies. Three independent WT and SIRT1 KO E14 mESCs were used for the experiments to minimize the potential off-target effects of each individual line. mESCs stably transfected with pEF1α-FB-dCas9-puro (Addgene #100547) and pEF1α-BirA-V5-neo (Addgene #100548) vectors (dCas9 mESCs) are described previously (Liu et al., 2017). WT and SIRT1 KO dCas9 mESCs were generated by a similar strategy as WT and SIRT1 KO E14 mESCs. Different sgRNA sequences targeting promoter region of Smpdl3b (Supplementary file 4) were cloned into plasmid pSLQ1651-sgRNA(F + E)-sgGal4 (Addgene #100549) and then were packed into lentivirus. The WT and SIRT1 KO dCas9 mESCs were infected with those lentiviruses to deliver sgRNA into cells, which then guided the dCas9 to bind on the promotor region of *Smpdl3b* and interfere its expression.

WT and SIRT1 KO mESCs with stable Smpdl3b knockdown were generated by infecting WT and SIRT1 KO mESCs with lentivirus containing vector pLKO.1 or constructs expressing shRNAs against Smpdl3b (B11, B12, and C1) (Sigma). WT and SIRT1 KO mESCs with stable overexpression of SMPDL3B were generated with lentivirus carrying vector pLenti-III-ef1α (Addgene) or constructs expressing the full-length SMPDL3B protein. The SMPDL3B H135A mutant was constructed with QuikChange II XL Site-Directed Mutagenesis Kit (Agilent Technologies, 200522–5) against pLenti-III-ef1α-Smpdl3b by using primers described in Supplementary file 4. The expression of SMPDL3B in these cells was analyzed by immunoblotting or immunofluorescence staining.

WT and SIRT1 KO mESCs with stable overexpression of WT or a catalytic inactive H355Y mutant (HY) were generated using lentivirus carrying empty vector pLenti-III-ef1α (Addgene) or constructs expressing the full-length WT or HY SIRT1 proteins.

To knockdown the Ezh2 and C-Myc gene expression, WT and Sirt1 KO mESCs were transfected with siRNA against mouse Ezh2 (ThermoFisher, 4390771-s65775; siNeg: 4390843) and c-Myc (Santa Cruz sc-29227; siNeg: siRNA-A sc-37007), with Lipofectamine RNAiMAX (ThermoFisher Scientific). The knockdown of genes expression was evaluated by Quantitative real-time PCR 48 hr after transfection.

All mouse stem cells were maintained on gelatin-coated plates in the ESGRO Complete Clonal Grade Medium (Millipore), and then cultured in the M10 medium (High-glucose DMEM, 10% ES cell FBS, 2 mM L-glutamine, 1 mM sodium pyruvate, 0.1 mM nonessential amino acids, 10 μM 2-mercaptoethanol, and 500 units/ml leukocyte inhibitory factor) for some experiments.

Mel1 hESCs was a gift from Dr. Andrew Elefanty and Edouard Stanley at the University of Queensland, Australia. WT and SIRT1 KO mel1 hESCs were generated by CRISPR/Cas9 mediated gene editing technology using a plasmid containing Cas9, gRNA (AGAGATGGCTGGAATTGTCC (- strand)) and a GFP indicator. The GFP positive cells were purified by flow cytometry, and were either grown on 10 cm dishes with a serial dilution, or in the 96-well plates at a density of 1 cell/well. Single colonies were picked up and subjected to immunofluorescence assay with anti-SIRT1 antibodies. The cell colonies without SIRT1 staining were sequenced to confirm the mutation. Three independent SIRT1 KO mel1 lines were used for the experiments to minimize the potential off target effects of each individual line.

All cell lines were not authenticated at our end. All original and genetically modified ESCs are routinely checked (at least every 6 months) by the NIEHS Quality Assurance Laboratory for contamination of mycoplasma and other microbes by prolonged culture followed with qPCR-based assays, and they were all free of mycoplasma in our study.

### Mouse models

Whole body SIRT1 knockout, heterozygote and their age-matched littermate WT mice on the C57BL/6J background have been reported before (Tang et al., 2014). They were housed in individualized ventilated cages (Techniplast, Exton, PA) with a combination of autoclaved nesting material (Nestlet, Ancare Corp., Bellmore, NY and Crink-l’Nest, The Andersons, Inc, Maumee, OH) and housed on hardwood bedding (Sani-chips, PJ Murphy, Montville, NJ). Mice were maintained on a 12:12 hr light:dark cycle at 22 ± 0.5°C and relative humidity of 40% to 60%. Mice were provided ad libitum autoclaved rodent diet (NIH31, Harlan Laboratories, Madison, WI) and deionized water treated by reverse osmosis. Mice were negative for mouse hepatitis virus, Sendai virus, pneumonia virus of mice, mouse parvovirus 1 and 2, epizootic diarrhea of infant mice, mouse norovirus, *Mycoplasma pulmonis, Helicobacter* spp., and endo- and ectoparasites upon receipt and no pathogens were detected in sentinel mice during this study.

Mice were randomly assigned to experimental groups after they were allowed to acclimate for at least one week prior to experiments.

### Metabolomic analysis

WT and SIRT1 KO mESCs were cultured in the complete M10 medium containing 200 μM methionine or methionine restricted M10 medium containing 6 μM methionine for 6 hr (n = 5 biological replicates). WT and SIRT1 KO mel1 hESCs were cultured in serum-free TeSR-E8 medium containing 116 μM methionine or a methionine restricted medium containing 6 μM methionine for 6 hr on Matrigel (n = 4 biological replicates). Cells were then harvested and profiled by metabolomics analysis as previously described (Tang et al., 2017). Specifically, about 100 μl of packed cell pellet per sample were submitted to Metabolon, Inc (Durham, NC, USA), where the relative amounts of small molecular metabolites were determined using four platforms of Ultrahigh-Performance Liquid Chromatography-Tandem Mass Spectroscopy (UPLC-MS/MS) as previously described (Evans et al., 2014). All methods utilized a Waters ACQUITY UPLC and a Thermo Scientific Q-Exactive high-resolution/accurate mass spectrometer interfaced with a heated electrospray ionization (HESI-II) source and Orbitrap mass analyzer operated at 35,000 mass resolution. Raw data collected from above four analyses were managed by the Metabolon Laboratory Information Management System (LIMS), extracted, peak-identified and QC processed using Metabolon’s hardware and software. The hardware and software foundations for these informatics components were the LAN backbone, and a database server running Oracle 10.2.0.1 Enterprise Edition. The final relative abundance of metabolites in each sample was normalized by the respective total protein concentration.

### Sphingolipid analysis

To confirmed the alteration of sphingolipids in SIRT1 KO mESCs, WT and SIRT1 KO mESCs cultured in serum-free ESGRO medium or serum-containing M10 medium were incubated with 5 µM BODIPY FL C_5_-Sphingomyelin (N-(4,4-Difluoro-5,7-Dimethyl-4-Bora-3a,4a-Diaza-s-Indacene-3-Pentanoyl)Sphingosyl Phosphocholine) (Invitrogen, D3522) or 5 µM BODIPY FL C_5_-Ceramide (N-(4,4-Difluoro-5,7-Dimethyl-4-Bora-3a,4a-Diaza-s-Indacene-3-Pentanoyl)Sphingosine) (Invitrogen, D3521) together with 5 µM delipidated BSA (as a delivery carrier) in Hanks' buffered salt solution containing 10 mM HEPES (HBSS/HEPES buffer pH 7.4) at 4°C for 30 min to load SM/ceramide. They were then incubated in medium without BODIPY FL C_5_-Sphingolipid at 37°C for additional 30 min. The intensity of cellular BODIPY FL C_5_-Sphingomyelin/Ceramide were analyzed by Zeiss LSM 780 UV confocal microscope and by Flow cytometry analysis (Abs 505 nm and Em 511 nm).

To analyze the degradation of sphingomyelins, WT and SIRT1 KO mESCs were pre-load with BODIPY FL C_5_-Sphingomyelin at 4°C for 30 min. They were then incubated in medium without BODIPY FL C_5_-Sphingomyelin at 37°C, and the dynamics of loaded BODIPY FL C_5_-Sphingomyelins in cells were followed using Zeiss LSM 780 UV confocal microscope for additional 12 hr at 37°C.

The relative contents of endogenous sphingomyelins in WT and SIRT1 KO mESCs were analyzed using a commercially available Sphingomyelin Assay Kit (Abcam ab133118) per manufacturer’s instruction.

### Quantitative real-time PCR (qPCR)

Total RNAs were isolated from mESCs or mice tissues using Qiagen RNeasy mini-kit (74104). The nuclear and cytoplasmic RNA were separated and enriched by Fisher BioReagents SurePrep Nuclear or Cytoplasmic RNA Purification Kit (Fisher Scientific, BP280550). The cDNA was synthesized with ABI High-Capacity cDNA Reverse Transcription Kits (4374967) and further analyzed with qPCR using iQ SYBR Green Supermix (Biorad). Three biological replications are performed for each experiment and raw data are normalized to the expression level of Rplp0 mRNA levels. The primers used in RT-PCR are listed in (Supplementary file 4).

Immunofluorescence analysis mESCs grown on 0.1% gelatin coated coverslips were washed with PBS and fixed with 4% paraformaldehyde (PFA) in PBS (pH 7.4) solution for 20 min at room temperature. They were then incubated with 1% glycine/PBS for 10 min, and cell membrane was permeabilized with 0.3% Triton X-100 in 1% glycine/PBS for 10 min. Cells were further blocked with 1% BSA and 0.05% Tween 20 in PBS for 30 min, incubated with primary antibodies (Key Resources Table) diluted with the blocking solution for overnight at 4°C, then the secondary antibodies Alexa Fluor 488, 594 and 633 (for flow cytometry sorting) (Invitrogen, A-11008, A-11032, A-21052) at 1:1000 in PBS for 1 hr at room temperature. Cells were counterstained for Nuclei with DRAQ5 Fluorescent Probe Solution (Thermal Fisher, 62251) or directly mounted on glass slides with VECTASHIELD Antifade Mounting Media (VECTOR LABORATORY) which contains DAPI. The images of stained cells are acquired by Zeiss LSM 780 UV confocal microscope.

### Northern blotting

The probe for Northern Blot hybridization is generated by using North2South Biotin Random Prime Labeling Kit (ThermoFisher, 17075). A 100 ng DNA product, which was synthesized from PCR reaction by using primer pair ‘5’- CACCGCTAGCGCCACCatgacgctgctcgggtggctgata-3’ and 5’- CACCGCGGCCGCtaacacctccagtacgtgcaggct-3’’ and the cDNA synthesized from total RNA isolated from mESCs, was used as a template to yield biotin-labeled single strand DNA probe that covers the full-length Smpdl3b mRNA sequence. Forty µg of total RNA isolated from mESC were separated with agarose electrophoresis with RNA Gel Loading Dye (2X) (ThermoFisher, R0641) and NorthernMax 10X Running Buffer (Ambion, AM8671). The separated total RNA samples were further transblotted to positively charged nylon transfer membrane (Cat. 77016) by using S and S TurboBlotter Rapid Downward Transfer System (DAIGGER Scientific) and SSC buffer (ThermoFisher, AM9763). The RNA samples transferred to membrane were further crosslinked by using Stratalinker UV Crosslinker (Model 1800) immediately upon completion of transblotting. The hybridization was performed by using North2South Chemiluminescent Hybridization and Detection Kit (ThermoFisher,17097) and the signaling of positive hybridization on membrane was detected with Chemiluminescent Nucleic Acid Detection Module (ThermoFisher, 89880). All procedures were performed by strictly following protocols for each kit provided by manufacturers.

### Immunoblotting

Cells were washed once with PBS, and were then lysed and scraped with 2 x SDS loading buffer without bromophenol blue. Samples were boiled for 10 min, and quantified. Equal amount of protein lysates was loaded and resolved on SDS-PAGE gel and transferred onto an PVDF membrane (Millipore). Blots were blocked with 5% BSA for 1 hr, incubated with primary antibodies at 4°C overnight, incubated with secondary antibodies for 2 hr, and detected by Odyssey (LI-Cor inc).

### Chromatin immunoprecipitation (ChIP)

To determine the association of RNA polymerase II (Pol II), c-Myc, EZH2, and histone marks H3K4me3 and H3K27me3 on mouse Smpdl3b locus in WT and SIRT1 KO mESCs, cells were fixed, harvested, and sonicated. The resulting sonicated chromatin was processed for immunoprecipitation with respective antibodies (Key Resources Table) as previously described (Shimbo et al., 2013).

### RNA-seq analysis

Total RNA was extracted from WT and SIRT1 KO mESCs cultured in ESGRO medium in triplicates. All RNA-seq libraries were prepared with the TruSeq Stranded/Ribo kit (Illumina, San Diego, CA) and sequenced using the pair-end 76 bp protocol at about 520 million reads per library using the NovaSeq platform (Illumina) per the manufacturer’s protocol. Adaptor sequences were removed by Trim Galore (v0.4.4). Then reads were aligned to mouse genome version GRCm38/mm10 using STAR (v2.5.3a) (Dobin et al., 2013) with Gencode vM18 annotation. Gene expression values were quantified using RSEM (v1.2.28) (Li and Dewey, 2011) and differences in gene expression between experimental conditions were estimated using R package DEseq2 (Love et al., 2014) with input reads count from FeatureCounts (Liao et al., 2014) in Subread.

GO Biological Process enrichment analysis was performed on 2541 significantly downregulated genes (q < 0.01) in SIRT1 KO mESCs in g:Profiler (https://biit.cs.ut.ee/gprofiler/gost).

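In the deposited values 2157 genes were lower and 2251 were higher in SIRT1 KO mESCs, which is 8.12% and 8.47% of the tested genes. Of 16156 tested protein-coding genes, 1826 were lower and 2003 were higher. Most of these changes were under 2-fold in the deposited values, where 262 genes fell and 154 rose at least 2-fold. Such counts depend on the transformation of the values. For genes higher in the paper's own comparison, the median ratio of the fold change here to the paper's was 0.849 at means over 1000. It was 0.593 at means from 100 to 1000. The SIRT1 KO and WT values did not overlap for 44.7% of the tested genes, where chance gives 10%. When each library was centred on the median of the tested genes, fold changes moved up by 0.06 on the log2 scale, and 1718 genes were lower and 3099 higher, so that 64.3% of the calls were higher, against 51.1% without centring and 51.6% after quantile normalization. The number of lower genes was 1413 without WT replicate 3, 1283 without SIRT1 KO replicate 2 and 1331 without SIRT1 KO replicate 3, and the number of higher genes was 1206 and 1202 without SIRT1 KO replicates 2 and 3. On chromosome 8 from 45 to 100 Mb, 202 genes were higher and 13 were lower.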

Gene set enrichment analysis (GSEA) (v4.1.0) was implemented against all gene ontology (GO) gene sets in Molecular Signatures database (MsigDB v7.2) with 10000 permutations (min size 15, max size 500, FDR q < 0.25).

### Promoter analysis of *Smpdl3b* gene

Potential transcription factors (TFs) on the promoter of Smpdl3b gene were predicted using ‘Match’ from geneXplain (genexplain.com), in which the association scores, including ‘Core Motif Similarity’ and ‘Weight Matrix Similarity’ were calculated (Chen et al., 2008). A higher score implies a higher chance of the gene being the target of this TF.

### Inhibition of c-Myc or EZH2 in mESCs

To test the possible roles of transcriptional factor c-Myc and EZH2 in regulation of *Smpdl3b* expression in mESCs, WT and SIRT1 KO mESCs were treated with c-Myc Inhibitor CAS 403811-55-2–Calbiochem (10058-F4) (Millipore Sigma, 475956) at 10 μM or EZh2 inhibitor Tazemetostat (EPZ-6438) (MCE, HY-13803) at indicated concentrations for 48 hr. WT and SIRT1 KO mESCs were also transfected with siRNA against mouse c-Myc (Santa Cruz, sc-29227) or EZH2 (ThermoFisher, 4390771) to knockdown their expression respectively. Cells were collected for 48 hr after transfection for qPCR analysis.

### Site-direct mutagenesis

To further determine the influence of the acetylation status of c-Myc on expression of *Smpdl3b*, mouse c-Myc protein was first cloned into the pHAGE-EF1α-HA-Puro vector (Zheng et al., 2016). The major acetylation site of c-Myc protein, K323, was then mutated to either R to mimic deacetylated c-Myc (K323R) or Q to mimic acetylated c-Myc (K323Q) using QuickChange II Site-Directed Mutagenesis Kit (Agilent Technologies, 200522–5) against pHAGE-EF1α-HA-Puro-c-Myc. pHAGE-EF1α-HA-Puro vector, WT, K323R, and K323Q c-Myc constructs were transfected into WT and SIRT1 KO mESCs using Lipofectamine 3000 Reagent (Invitrogen, L3000001). The overexpression of WT and mutant c-Myc protein in cells were confirmed by immunofluorescence staining of transfected cells with anti-c-Myc antibody (Abcam).

To test the importance of the enzymatic activity of SMPDL3B in regulation of sphingomyelin degradation and neural differentiation, mouse WT SMPDL3B protein was first cloned into the pLenti-III-EF1α vector (Zhang et al., 2011). An active site H135 was then mutated to A using QuickChange II Site-Directed Mutagenesis Kit (Agilent Technologies, 200522–5) against pLenti-III-EF1α-Smpdl3b.

The sequences of cloning and mutagenesis primers were listed in Supplementary file 4.

### Luciferase assay

To directly analyze the transcriptional regulation of *Smpdl3b* expression by c-Myc/SIRT1, firefly luciferase reporters driven by a 3.1 kb mouse *Smpdl3b* promoter fragment (amplified by 5’- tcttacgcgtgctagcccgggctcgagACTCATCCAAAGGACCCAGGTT-3’ and 5’- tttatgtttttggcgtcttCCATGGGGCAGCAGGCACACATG-3’) containing either wild type (WT) or a mutant c-Myc binding site (E-box) were cloned into pGL3 basic vector. The E-box mutant was constructed with QuikChange II XL Site-Directed Mutagenesis Kit (Agilent Technologies, 200522–5) using primers 5’- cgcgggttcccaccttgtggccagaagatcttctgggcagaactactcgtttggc-3’ and 5’- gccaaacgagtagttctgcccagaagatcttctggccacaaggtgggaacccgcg-3’. The WT or mutant plasmids were then transfected into WT and SIRT1 KO mESCs together with the control pRL-TK plasmid (Renilla Luciferase, Promega). Cells were cultured for 48 hr and the luciferase activity was measured using the Dual-Luciferase Reporter Assay System (Promega, E1751). The final firefly luciferase activity was normalized to the co-expressed renilla luciferase activity.

### Measurement of membrane fluidity

WT and SIRT1 KO mESCs were seeded on glass cover slips and cultured in ESGRO medium overnight. They were then preincubated for 1 hr with or without 2.5 mM MβCD (Sigma-Aldrich, C4555), and stained with 5 μM di-4-ANEPPDHQ (ThermoFisher, D36802) for 30 min. Coverslips were mounted using ProLongGold (Invitrogen), images were acquired on a Zeiss LSM780 confocal microscope. The fluorescent dye was excited at 488 nm and images from 30 individual colonies in each group were acquired at 560 nm for emission from ordered phase and 620 nm for emission from disordered phase. The images were further analyzed ImageJ according to a method described previously (Owen et al., 2012).

### In vitro neural differentiation of mESCs

In vitro neural differentiation of WT and SIRT1 KO mESCs were performed essentially as described (Ying et al., 2003; Abranches et al., 2009). Specifically, WT and SIRT1 KO mESCs maintained in ESGRO Complete PLUS Clonal Grade Medium (Millipore SF001-500P) were gently dissociated with 0.05% Trypsin and plated onto 0.1% gelatin coated cell culture dish at a density of 1 × 10^4^ cells / cm^2^ with RHB-A medium (Clontech TaKaba Cellartis, Y40001). Medium was changed every 2 days and cultured for 4 days. Cells were then dissociated with 0.05% Trypsin again and plated into cell culture dish coated with 1 µg/ml Laminin (Sigma, L2020) at a density of 2 × 10^4^ cells/cm^2^ in RHB-A medium supplemented with 5 ng/ml murine bFGF (Sigma, SRP4038-50UG). Medium was changed again every 2 days for the next 3 weeks. Cell morphology was monitored during the differentiation. The differentiated neural cells were maintained in RHB-A: Neurobasal (ThermoFisher,10888022): B27 Supplement (ThermoFisher,17504044) (1:1:0.02) medium to for a better survival.

### FACS analysis

To quantify the factions of differentiated cells at different stages during in vitro neural differentiation, differentiated cells were harvested with trypsin and fixed with 4% PFA. After fixation, cells are washed with PBS and immunofluorescence stained with different neural markers, and analyzed by FACS.

### Alkaline phosphatase staining

The alkaline phosphatase staining assay was performed using the Alkaline Phosphatase staining kit II as per manufacturer's instructions (Stemgent, Cambridge, MA; cat. no. 00–0055).

### Maternal HFD feeding

To investigate the effects of maternal HFD feeding on embryonic development of control and SIRT1 KO mice, 6- to 8-week-old SIRT1 heterozygous (*Sirt1^+/-^*) female mice were fed with either control chow diet (NIH-31 contains 4% fat) or a HFD (D12492 contains 36% fat) for 4–8 weeks. They were then bred with age matched *Sirt1^+/-^* ± mice fed with chow diet. Early next morning, females with the mating plug (E0.5) were separated from the males into a new cage and put back on the HFD. Embryos from E14.5 and E18.5 were then collected and analyzed. The total feeding time on the HFD is up to 11 weeks. Embryos were collected from at least four dams (pregnant females) for each time point, this sample size was estimated using Chi square based on 100% penetrance of body weight reduction of SIRT1 KO embryos and a 95% power.

All animal procedures were reviewed and approved by National Institute of Environmental Health Sciences Animal Care and Use Committee, under an Animal Study Proposal number 2017–0008 STL. All animals were housed, cared for, and used in compliance with the *Guide for the Care and Use of Laboratory Animals* and housed and used in an Association for the Assessment and Accreditation of Laboratory Animal Care, International (AAALAC) Program.

### Quantification and statistical analysis

Values are expressed as mean ± standard error of mean (SEM) from at least three independent experiments or biological replicates, unless otherwise indicated in the figure legend. Significant differences between the means were analyzed by the two-tailed, unpaired, Student’s t-test, and differences were considered significant at *p<0.05 using Microsoft Office Excel (Version 16.16.27). No methods were used to determine whether the data met assumptions of the statistical approach (e.g. test for normal distribution).

Bioinformatic analyses of RNA-seq data are detailed in RNA-seq analysis section.

## Data Availability

The RNA-seq (RNA-seq) data has been deposited to Gene Expression Omnibus under the accession number GSE163920 ( https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE163920). Additional information on DEGs is available from Supplementary File 3. Metabolomics data (lipid alterations) between WT and SIRT1 KO mESCs is available in Supplementary File 1. Sphingolipid profiles between WT and SIRT1 KO mESCs and hESCs are available in Supplementary File 2. All oligos used in the study are available in Supplementary File 4. All antibodies used in the study are available in the Key Resources Table. The following dataset was generated: FanWLiX2021The role of SIRT1 in regulation of transcription and splicing in mouse embryonic stem cellsNCBI Gene Expression OmnibusGSE163920

## Additional files

Supplementary file 1. Lipid alterations in WT and SIRT1 KO mESCs analyzed by metabolomics.

Supplementary file 2. Accumulation of sphingomyelin in both SIRT1 KO hESCs and mESCs.

Supplementary file 3. Significantly differentially expressed genes between SIRT1 KO vs WT mESCs.

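The largest falls in SIRT1 KO mESCs were at imprinted genes, which are expressed from one parental allele. The noncoding RNAs Rian, Meg3 and Mirg of the imprinted cluster on chromosome 12 lay 303, 215 and 201 times lower than in WT mESCs (log2 fold changes -8.24, -7.75 and -7.65, SE 0.096, 0.090 and 0.095, adjusted p at most 6.71e-10 from limma). Rtl1, a paternally expressed gene on the opposite strand of this cluster, lay 240 times lower, although reads of the strands cannot be told apart here since the strand setting of the counting is not given in the sources used here. On chromosome 7, Snrpn fell by 5.68 (SE 0.10, adjusted p = 6.99e-09) and Kcnq1ot1 fell by 5.48 (SE 0.20, adjusted p = 6.92e-07), while Phlda2, a growth-restraining gene, rose by 2.65 (SE 0.054, adjusted p = 2e-08) and the cell cycle inhibitor Cdkn1c by 2.50 (SE 0.13, adjusted p = 3.98e-06). Gm37899 and Gm26945, at -6.07 and -4.67, lie within the cluster on chromosome 12, Gm38393, at -5.34, overlaps Snrpn, and Gm27000, at -5.95, lies on chromosome X. Of 47 measured imprinted genes, 17 were lower and 14 were higher (18 and 15 when adjusted over the list alone). Several of them lie in shared clusters, so these are not counts of separate changes. Camera's test for a common direction was not passed (adjusted p = 0.117) except, as lower, with median centring (adjusted p = 0.0242), and fry's test of the list on its own was passed, as lower (adjusted p = 0.000291).
Genes of the integrated stress response, which cells induce through ATF4 when amino acids are scarce or protein folding fails, rose together. Of 35 measured genes, 30 were higher and none was lower (33 and 0 when adjusted over the list alone), with a median log2 fold change of 0.80 (camera adjusted p = 2.02e-26 with a preset correlation, adjusted p = 0.342 with an estimated correlation). The cystathionine gamma-lyase gene Cth rose by 2.43 (SE 0.060, adjusted p = 5.77e-08), the mitochondrial folate enzyme gene Aldh1l2 by 2.79 (SE 0.093, adjusted p = 3.81e-07), Stc2 by 2.22 and the mTORC1 inhibitor gene Ddit4 by 1.70. Of the 35 genes, 1 lies on chromosome 8 between 45 and 100 Mb, where 286 genes with a mean of at least 1000 on the linear scale had a median log2 fold change of 0.39. Of 28 genes of methionine and one-carbon metabolism, 12 were higher and 3 were lower, before and after adjustment over the list alone (camera adjusted p = 0.000737, and 0.513 as the adjusted p with an estimated correlation). Gldc, Shmt2 and Psph, of glycine and serine metabolism, rose by 0.89, 0.80 and 1.13. Other large rises were P2rx3, an ATP-gated ion channel, at 25.4 times the WT level (log2 fold change 4.67, SE 0.098), and Krt17, Hrk, Inhbe, Tmem125 and Serpinb6c, with log2 fold changes from 2.41 for Serpinb6c to 2.66 for Krt17.
The lists of 2-cell-like, epiblast and primitive endoderm genes each held more lower than higher genes. Of 21 genes of 2-cell-like cells, 10 were lower and none was higher (14 and 0 when adjusted over the list alone; camera adjusted p = 7.63e-08, and 0.342 as the adjusted p with an estimated correlation). Zscan4e, at -1.34, and its relatives are near-identical copies that can share reads. Of 15 genes of the formative and primed epiblast, 6 were lower and 1 was higher (8 and 2 when adjusted over the list alone; camera adjusted p = 0.00339, and 0.342 as the adjusted p with an estimated correlation), with Sox4 at -1.71, the DNA methyltransferase Dnmt3a at -1.20 and Sox11 at -0.95, while the higher gene, named after its values were seen, was the other de novo DNA methyltransferase Dnmt3b, at 0.61. Of 18 primitive endoderm genes, 9 were lower and 2 were higher (10 and 2 when adjusted over the list alone; camera adjusted p = 0.0216, and 0.342 as the adjusted p with an estimated correlation), with the basement membrane collagens Col4a1 and Col4a2 at -0.90 and -0.82, Hnf4a at -0.65 and Gata6 at -0.66. The call of the primitive endoderm list was also lost with a filter at a mean of 100 (adjusted p = 0.0748), with a range from 0.000314 to 0.342 over all alternatives. Of the 13 mRNAs of the mitochondrial genome, 8 were lower and none was higher (12 and 0 when adjusted over the list alone; camera adjusted p = 2.06e-06, and 0.463 as the adjusted p with an estimated correlation), with mt-Co2 at -0.78 and mt-Cytb at -0.81.

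**Figure D4:**
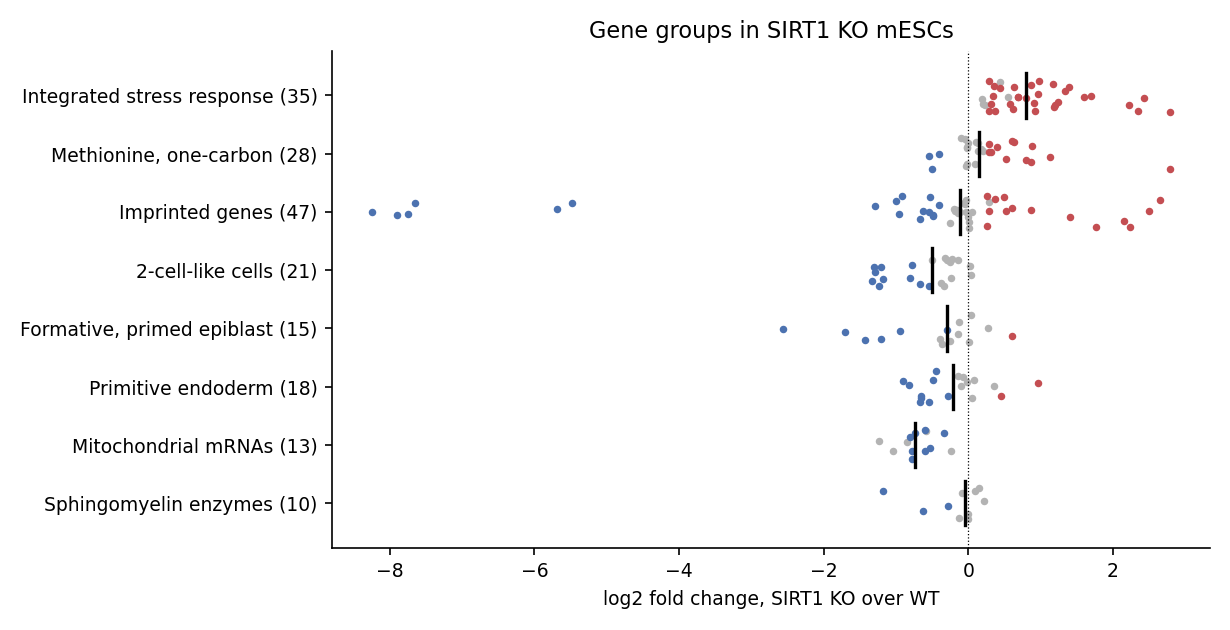
Log2 fold change (SIRT1 KO over WT) of each measured member of 8 gene groups, with the number of members in brackets; red points were higher and blue points lower at an adjusted p under 0.01, gray points did not pass, and black bars are group medians. Imprinted genes spread from -8.24 to 2.65, the integrated stress response has its median at 0.80 and the mitochondrial mRNAs theirs at -0.73.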

Supplementary file 4. Oligonucleotides used in the study.

Transparent reporting form

## Appendix 1

**Appendix 1—key resources table:**

Reagent type (species) or resource	Designation	Source or reference	Identifiers	Additional information
Gene (*M. musculus*)	*Sirt1*	MGI	93759	
Gene (*M. musculus*)	*Smpdl3b*	MGI	100340	
Gene (*M. musculus*)	*Myc*	MGI	17869	
Gene (*M. musculus*)	*Ezh2*	MGI	14056	
Strain, strain background (*M. musculus*)	SIRT1 KO mouse line	Tang et al., 2014		Whole body SIRT1 KO mice (SIRT1 KO) on C57BL/6J background
Strain, strain background (*Escherichia coli*)	Stbl3	ThermoFisher	C737303	Competent cells
Cell line (*M. musculus*)	WT mESCs	A gift from McBurney et al., 2003		WT R1 mouse embryonic stem cell line
Cell line (*M. musculus*)	SIRT1 KO mESCs	A gift from McBurney et al., 2003		SIRT1 KO R1 mouse embryonic stem cell line generated by gene targeting technology
Cell line (*M. musculus*)	ES-E14TG2a (E14)	ATCC	CRL-1821; RRID:CVCL_9108	Mouse embryonic stem cell line
Cell line (*M. musculus*)	ES-E14TG2a (E14), WT	This paper		WT E14 mouse embryonic stem cell line, generated with a CRISPR/Cas9 vector (pCRISPR-CG01) (Materials and Methods, Mammalian cell lines)
Cell line (*M. musculus*)	ES-E14TG2a (E14), SIRT1 KO	This paper		SIRT1 KO E14 mouse embryonic stem cell line, generated with pCRISPR-CG01-mSirt1 (Materials and Methods, Mammalian cell lines)
Cell line (*M. musculus*)	dCas9 mESCs	Liu et al., 2017		Mouse embryonic stem cell line stably expressing a dox-inducible dCas9 and BirA-V5
Cell line (*M. musculus*)	dCas9 mESCs, WT	This paper		WT dCas9 mESCs generated with a CRISPR/Cas9 vector (pCRISPR-CG01) (Materials and Methods, Mammalian cell lines)
Cell line (*M. musculus*)	dCas9 mESCs, SIRT1 KO	This paper		SIRT1 KO dCas9 mESCs generated with pCRISPR-CG01-mSirt1(Materials and Methods, Mammalian cell lines)
Cell line (*Homo sapiens*)	mel1 hESCs	Dr. Andrew Elefanty and Edouard Stanley at the University of Queensland, Australia	NIH Registration number: 0139	Human embryonic cell line
Cell line (*Homo sapiens*)	mel1 hESCs, SIRT1 KO	This paper		SIRT1 KO human embryonic cell line generated with Cas9WT-hSirt1(Materials and Methods, Mammalian cell lines)
Transfected construct (*M. musculus*)	pCRISPR-CG01	GeneCopoeia	RRID:Addgene_74293	Backbone vector of all-in-one sgRNA clones for mouse Sirt1 gene
Transfected construct (*M. musculus*)	pCRISPR-CG01-mSirt1	GeneCopoeia	MCP000956-CG01-3-B-a; b	All-in-one sgRNA constructs targeting mouse Sirt1 gene
Transfected construct (*H. sapiens*)	Cas9WT-hSirt1	Horizon Discovery (gift)		All-in-one sgRNA construct targeting human Sirt1 gene
Transfected construct (*M. musculus*)	pSLQ1651-sgRNA(F + E)-sgGal4	Addgene (a gift from Liu et al., 2017)	http://n2t.net/addgene: 100549; RRID:Addgene_100549	backbone vector of constructs of sgRNAs targeting the promoter region of Smpdl3b gene
Transfected construct (*M. musculus*)	pSLQ1651-sgRNA(F + E)-sgGal4-327; −426;+517;+528	This paper		Constructs of sgRNAs targeting the promoter region of Smpdl3b gene (Materials and Methods, Mammalian cell lines)
Transfected construct (*M. musculus*)	pLKo.1(plasmid)	Sigma	SHC001; RRID:Addgene_10879	Backbone vector of Smpdl3b gene silencing shRNA plasmid constructs
Transfected construct (*M. musculus*)	pLKo.1-B11; B12; C1 (plasmid)	Sigma	TRCN0000099683; TRCN0000311166; TRCN0000304921	Smpdl3b gene silencing shRNA plasmid constructs
Transfected construct (*M. musculus*)	pLenti-III-ef1α (plasmid)	Addgene (a gift from Zhang et al., 2011)	http://n2t.net/addgene: 27964; RRID:Addgene_27964	Backbone vector of Sirt1WT and HY mutant, Smpdl3b and H135A mutant expression constructs
Transfected construct (*M. musculus*)	pLenti-III-ef1α-Sirt1 WT (plasmid)	This paper		Sirt1WT expression construct (Materials and Methods, Mammalian cell lines)
Transfected construct (*M. musculus*)	pLenti-III-ef1α-Sirt1 H355Y (plasmid)	This paper		Sirt1 H335Y mutant expression construct (Materials and Methods, Mammalian cell lines)
Transfected construct (*M. musculus*)	pLenti-III-ef1α-Smpdl3b (plasmid)	This paper		Smpdl3b expression construct (Materials and Methods, Mammalian cell lines)
Transfected construct (*M. musculus*)	pLenti-III-ef1α- Smpdl3b H135A Mut (plasmid)	This paper		Smpdl3b H135A mutant expression construct (Materials and Methods, Mammalian cell lines)
Transfected construct (*M. musculus*)	pHAGE-ef1α-HA-Puro	Zheng et al., 2016 (a gift from Guang Hu)		backbone vector of c-Myc WT, K323R and K323Q mutant constructs
Transfected construct (*M. musculus*)	pHAGE-ef1α-HA-Puro-c-Myc-WT	This paper		c-Myc expression construct (Materials and Methods, Site-direct mutagenesis)
Transfected construct (*M. musculus*)	pHAGE-ef1α-HA-Puro-c-Myc-K323R	This paper		c-Myc K323R mutant expression construct (Materials and Methods, Site-direct mutagenesis)
Transfected construct (*M. musculus*)	pHAGE-ef1α-HA-Puro-c-Myc-K323Q	This paper		c-Myc K323Q mutant expression construct (Materials and Methods, Site-direct mutagenesis)
Recombinant DNA reagent	pGL3 basic (plasmid)	Promega	E1751	Backbone vector of luciferase assay plasmids constructs
Recombinant DNA reagent	pGL3-Smpdl3b (plasmid)	This paper		Smpdl3b gene promoter region luciferase assay plasmids construct (Materials and Methods, Luciferase assay)
Recombinant DNA reagent	pGL3-Smpdl3b E-box Mut (plasmid)	This paper		Smpdl3b gene promoter region E-box mutation luciferase assay plasmids construct (Materials and Methods, Luciferase assay)
Antibody	Anti-SIRT1(Rabbit polyclonal)	Cell Signaling	2028; RRID:AB_1196631	IF(1:400) WB(1:1000)
Antibody	Anti-SIRT1(Rabbit polyclonal)	Cell Signaling	2493; RRID:AB_2188359	IF(1:200) WB(1:1000)
Antibody	Anti-SMPDL3B (Mouse monoclonal)	Santa Cruz	sc-137113; RRID:AB_2193525	IF (1:400) WB(1:1000)
Antibody	Anti-SMPDL3B (Rabbit polyclonal)	Thermo Fisher Scientific	PA5-40798; RRID:AB_2606294	IF(1:400)
Antibody	Anti-Nanog (Rabbit polyclonal)	Millipore	ab5731; RRID:AB_2267042	WB(1:1000)
Antibody	Anti-OCT3/4(Goat polyclonal)	Santa Cruz	sc8628; RRID:AB_653551	WB(1:1000)
Antibody	Anti-NESTIN (Mouse monoclonal)	Thermo Fisher Scientific	MA1-110; RRID:AB_2536821	IF(1:400) WB(1:1000)
Antibody	anti-Sox1(Rabbit polyclonal)	Thermo Fisher Scientific	PA5-23370; RRID:AB_2540893	IF(1:400)
Antibody	Anti-Tau (Mouse monoclonal)	Abcam	ab80579; RRID:AB_1603723	IF(1:400)
Antibody	Anti-Tyrosine Hydroxylase (Rabbit polyclonal)	Abcam	ab137721; RRID:AB_2891220	IF(1:400)
Antibody	Anti-beta III Tubulin (Rabbit polyclonal)	Abcam	ab18207; RRID:AB_444319	IF(1:400) FACS: 1:400
Antibody	Anti-GABA (Mouse monoclonal)	Millipore Sigma	SAB4200721; RRID:AB_2891218	IF(1:400) FACS: 1:400
Antibody	Anti-CNPase Monoclonal Antibody (Mouse monoclonal)	Thermo Fisher Scientific	MA5-31374; RRID:AB_2787011	FACS(1:400)
Antibody	Anti-Neurofilament heavy polypeptide (Rabbit polyclonal)	Abcam	ab8135; RRID:AB_306298	IF(1:400)
Antibody	Anti-CRISPR/Cas9 (Mouse monoclonal)	Millipore Sigma	SAB4200701; RRID:AB_2891217	WB (1:1000)
Antibody	Anti-Ezh2 (Rabbit monoclonal)	Cell Signaling	5246; RRID:AB_10694683	CHIP(1:100) WB(1:1000)
Antibody	Anti-C-Myc (Rabbit monoclonal)	Cell Signaling	5605; RRID:AB_1903938	CHIP(1:100)
Antibody	Anti-C-Myc (Mouse monoclonal)	Abcam	ab32; RRID:AB_303599	IF(1:400)
Antibody	Anti-Pol II (Mouse monoclonal)	Santa Cruz	sc-56767; RRID:AB_785522	ChIP(1:100)
Antibody	Anti-H3K9Me2 (Rabbit polyclonal)	Active Motif	39753; RRID:AB_2793331	ChIP (1:100)
Antibody	Anti-H3K4Me3(Rabbit polyclonal)	Active Motif	39159; RRID:AB_2615077	ChIP (1:100)
Antibody	Anti-H3K27Me3 (Rabbit polyclonal)	Active Motif	39155; RRID:AB_2561020	ChIP (1:100)
Antibody	Anti-SGMS1 (Rabbit polyclonal)	Sigma -Aldrich	SAB2102133; RRID:AB_10604972	IF(1:400)
Antibody	Anti-SGMS2 (Rabbit polyclonal)	Thermo Fisher Scientific	PA5-26744; RRID:AB_2544244	IF (1:400)
Antibody	Anti-SMPD2 (Rabbit polyclonal)	Proteintech	15290–1-AP; RRID:AB_2891221	IF (1:400)
Antibody	Anti-SMPD4 (Rabbit polyclonal)	Abcam	Ab133935; RRID:AB_2891216	IF (1:400)
Antibody	Anti-Actin (Mouse monoclonal)	Millipore Sigma	MAB1501; RRID:AB_2223041	WB(1:10,000)
Antibody	Anti-GAPDH (Rabbit monoclonal)	Cell Signaling	2118S; RRID:AB_561053	WB(1:5000)
Antibody	Goat anti-Rabbit IgG (H + L)	**Invitrogen**	**A-11008**; RRID:AB_143165	Secondary antibody **Alexa Fluor 488** **IF and FACS (1:1000)**
Antibody	Goat anti-Mouse IgG (H + L)	**Invitrogen**	**A-11032**; RRID:AB_2534091	Secondary antibody **Alexa Fluor 594** **IF (1:1000)**
Antibody	Goat anti-Mouse IgG (H + L)	**Invitrogen**	A-21052; RRID:AB_2535719	Secondary antibody **Alexa Fluor 633** **FACS (1:1000)**
Sequence-based reagent	Please see Supplementary file 4			
Peptide, recombinant protein	murine bFGF	Sigma	SRP4038-50UG	Growth factor supplement for In vitro neural differentiation of mESCs
Commercial assay or kit	Sphingomyelin Assay Kit	Abcam	Ab133118	Endogenous SM enzymatic detection
Commercial assay or kit	Alkaline Phosphatase staining kit II	Stemgent	00–0055	Alkaline phosphatase staining
Commercial assay or kit	RNeasy mini-kit	Qiagen	74104	RNA isolation
Commercial assay or kit	High-Capacity cDNA Reverse Transcription Kits	ABI	4374967	cDNA synthesizes
Commercial assay or kit	iQ SYBR Green Supermix	Biorad	1708887	Quantitative real-time PCR detection systems
Commercial assay or kit	North2SouthTM Biotin Random Prime Labeling Kit	Thermo	17075	Northern blot hybridization probes generation
Commercial assay or kit	S and S TurboBlotter Rapid Downward Transfer System	DAIGGER SCIENTIFIC		Northern blot RNA transblotting
Commercial assay or kit	North2South Chemiluminescent Hybridization and Detection Kit	Thermo	17097	Northern blotting hybridization
Commercial assay or kit	Chemiluminescent Nucleic Acid Detection Module	Thermo	89880	Northern blotting detection
Commercial assay or kit	TruSeq Stranded/Ribo kit	Illumina		RNA-seq libraries preparation kits
Commercial assay or kit	Fisher BioReagents SurePrep Nuclear or Cytoplasmic RNA Purification Kit	Fisher Scientific	BP280550	Nuclear and cytoplasmic RNA separation
Commercial assay or kit	Ezh2 siRNA	Thermofisher	4390771-s65775 siNeg:4390843	Ezh2 knockdown
Commercial assay or kit	C-Myc siRNA	Santa Cruz	sc-29227; siNeg: siRNA-A sc-37007	C-Myc knockdown
Commercial assay or kit	Lipofectamine RNAiMAX	ThermoFisher	13778075	RNAi Transfection Reagent
Commercial assay or kit	Lipofectamine 3000	Invitrogen	L3000001	Transfection Reagent
Commercial assay or kit	QuickChange II Site-Directed Mutagenesis Kit	Agilent Technologies	200522–5	Site-specific mutagenesis
Commercial assay or kit	Dual-Luciferase Reporter Assay System	Promega	E1960	Luciferase activity detection
Commercial assay or kit	BODIPY FL C5-Sphingomyelin	Invitrogen	D3522	Dye for Sphingolipid analysis
Commercial assay or kit	BODIPY FL C5-Ceramide	Invitrogen	D3521	Dye for Sphingolipid analysis
Chemical compound, drug	di-4-ANEPPDHQ	ThermoFisher	D36802	Measurement of membrane fluidity
Chemical compound, drug	Sphingomyelin	Sigma-Aldrich	S0756	Sphingomyelin
Chemical compound, drug	MβCD	Sigma-Aldrich	C4555	Methyl-β-cyclodextrin
Chemical compound, drug	Tazemetostat; EPZ-6438	MCE	HY-13803	EZh2 inhibitor
Chemical compound, drug	CAS 403811-55-2–Calbiochem; 10058-F4	Millipore Sigma	475956	c-Myc Inhibitor
Software, algorithm	Trim Galore (v0.4.4)	Krueger, 2021	RRID:SCR_011847	RNA-seq analysis
Software, algorithm	STAR aligner (v2.5.3a)	Dobin et al., 2013	RRID:SCR_004463	RNA-seq analysis
Software, algorithm	RSEM (v1.2.28)	Li and Dewey, 2011	RRID:SCR_013027	RNA-seq analysis
Software, algorithm	DEseq2	Love et al., 2014	RRID:SCR_015687	RNA-seq analysis
Software, algorithm	FeatureCounts (version 1.4.6)	Liao et al., 2014	RRID:SCR_012919	RNA-seq analysis
Software, algorithm	g:Profiler	https://biit.cs.ut.ee/gprofiler/gost	RRID:SCR_006809	RNA-seq analysis, Pathway enrichment
Software, algorithm	Gene set enrichment analysis (GSEA) (v4.1.0)	https://www.gsea-msigdb.org		RNA-seq analysis, Pathway enrichment
Software, algorithm	Match	geneXplain (genexplain.com)		Promoter analysis of Smpdl3b gene
Software, algorithm	Metabolon Laboratory Information Management System (LIMS)	Metabolon, Inc		Metabolomic analysis
Software, algorithm	Microsoft Office Excel (version 16.16.27)	Microsoft	RRID:SCR_016137	Data graphing and statistical analysis
Software, algorithm	Prism 9 (v9.0.0)	Graphpad	RRID:SCR_000306	Data graphing and statistical analysis
Others	VECTASHIELD Antifade Mounting Media	Vector Laboratory	H-1800	Contains DAPI
Others	DRAQ5 Fluorescent Probe Solution	Thermal Fisher	62251	Cells nuclei counterstaining

How the deposited data were processed for this re-analysis (not part of the article)

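RNA was measured in 6 libraries, 3 from WT and 3 from SIRT1 KO mESCs, all grown in ESGRO medium. The paper calls them biological replicates, and they are read here as separate cultures of 1 cell line per genotype. Its sequencing methods do not name the line or say how the replicates were grown. The authors' methods describe adaptor removal with Trim Galore, alignment to the mouse genome GRCm38 with STAR and the Gencode vM18 annotation, expression values from RSEM, and a comparison by DESeq2 of read counts from featureCounts. The deposited table holds log2 values that the authors made from the featureCounts counts and normalized between libraries with DESeq2. Which transformation of DESeq2 gave the log2 values is not stated. Values below 0 occur, a value of exactly 0 occurs only for genes at 0 in all 6 libraries, and genes with low values are drawn together between libraries, as a regularized logarithm does. Whether featureCounts counted by strand is not given in the sources used here.

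Of 54352 genes in the table, 16649 are at 0 in all libraries and 37703 are not. Gene names were matched to GENCODE vM21 on GRCm38 for class, strand and position: 53638 (98.69%) matched 1 gene, 111 matched more than 1, 577 matched none, and 26 had been turned into dates by a spreadsheet. Unmatched genes stayed in the test of all genes. The table used here holds normalized values and read counts were not used here, so the depth behind a value is known only from the paper's statement for the libraries as a whole, and a test on counts was not possible. The deposited values, taken back to the linear scale, sum to between 439.9 and 472 in units of 1e6 per library, a normalized sum that holds no information on depth. Among tested genes, pairs of libraries of the same genotype correlated at 0.998 or more, and the first principal component, which separates the genotypes, held 74.8% of the variance. WT replicate 2 lay farthest from its group, with a root mean square deviation of 0.141.

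Genotypes were compared on the deposited log2 values in R 4.3.3 with limma 3.58.1, with empirical Bayes moderation and a mean-variance trend, over the 26571 genes with a mean of at least 10 on the linear scale, and p-values were adjusted by the Benjamini-Hochberg method. Genes with an adjusted p under 0.01 were called higher or lower. Sirt1 and Smpdl3b also have an exact permutation test over the 10 splits of 6 libraries into 3 and 3. Gene lists with at least 5 measured members were tested with camera at a preset correlation of 0.01 between genes and a Benjamini-Hochberg threshold of 0.05 over the 36 lists, and again with a correlation estimated for each list and with fry. Counts adjusted over the list alone take the p-values of the list's members and adjust them without the other genes. Shares of lower and higher genes were compared by Fisher's exact test, which was not among the tests set before the values were examined. The SD is between libraries of a genotype and the SE is that of the fold change in limma.

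By the rule set for named genes, these are genes and markers that the paper names, among them Sirt1, Smpdl3b and the genes of sphingomyelin turnover, the 10 largest rises and the 10 largest falls among called genes with a mean of at least 100 on the linear scale and no overlap between SIRT1 KO and WT values, and up to 4 members with the smallest adjusted p of each list described. Of the paper's markers, Notch3 did not pass (log2 fold change 0.13, adjusted p = 0.519 from limma) except without WT replicate 2 (adjusted p = 0.00306). Th was too low to be tested. The top of the paper's list of higher genes in its Supplementary file 3 had been seen when the lists were written. Cdkn1c, Phlda2, Sgce and Aldh1l2 were among the genes seen, so the lists are not independent of the paper's results. The neighbours of Smpdl3b, taken by position, and stretches of chromosomes in windows of 5 Mb were examined only after the values of all genes and chromosomes had been seen.

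Libraries with the same replicate number deviated together from their group means (correlations of 0.24, 0.15 and 0.32, against at most 0.08 for libraries with different numbers). Deviations within a genotype sum to 0, so the low values of different numbers partly follow from the high ones. So few libraries can be matched in few ways, so the numbers may pair the libraries but the data do not settle it. Neither the paper nor the labels say what a number stands for. The test with the replicate number as a block was run as an alternative. The other alternatives were no filter, filters at a mean of 100 and of 1000, a pseudocount of 10, median centring, quantile normalization, moderation without the trend and with robust estimation, protein-coding genes only, other thresholds, and leaving out each library in turn. Coverage of introns, splicing, and the other data types of the paper were not analysed here. The steps were tested on simulated data with the same layout: of 50 changed genes at each size, 78% were recovered at a log2 change of 0.5, 98% at 1 and 100% at 2, with 15 of 24563 unchanged genes called and 0 of 20 unchanged lists. The simulated genes were drawn independently of each other and without pairing of libraries. So the simulated lists do not test the preset correlation between genes, on which the list calls of the real data depended. Figures were drawn with Python 3.11.15.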

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

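The tests of normalization, of labels, of other differences between the lines or cultures, of copies of a stretch of chromosome 8 and of the splits for genes were chosen only after the result was seen.

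Imprinted genes, which the paper does not analyse as a group, stand out because 31 of 47 measured genes passed the test, in both directions. Among them, Meg3, Rian, Mirg and Rtl1 lie in the same cluster on chromosome 12. Kcnq1ot1, Cdkn1c, Slc22a18 and Phlda2 lie close together on chromosome 7, and Sgce and Peg10 side by side on chromosome 6. Genes of a cluster may change together, so counts of imprinted genes are not counts of separate changes. Of 13 that changed at least 2-fold, 6 rose and 7 fell, while other genes of the same level had median log2 fold changes of at most 0.111 in size (0.138 without single libraries), which argues against normalization between libraries, and Sirt1 values stayed apart and each of the 6 libraries correlated better over all tested genes with its own genotype than with the other, which argues against a mislabelled library. Reads of overlapping genes cannot account for 5 of the 6 genes that rose, which share no exonic sequence with another gene, but 0 of the 7 that fell are free of such overlap, so how many separate transcripts fell at Meg3, Rtl1 and Snrpn stays open. More DNA methylation in SIRT1 KO mESCs is a possible explanation for part of the falls: germline genes silenced by methylation had a median log2 fold change of -0.175, with 14 of 44 lower and 5 higher (camera p = 0.000351, p = 0.111 with an estimated correlation), and of the de novo methyltransferases Dnmt3a was lower (-1.20) and Dnmt3b higher (0.61), which does not decide it. With 1 cell line for each genotype, a change of imprints that arose in a line apart from the loss of SIRT1 cannot be told apart from an effect of SIRT1.

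Genes of the integrated stress response stand out because 30 of 35 were higher, a group the paper does not discuss. After the trend of fold changes on GC content, gene length and level was removed, their median was 0.661, against 0.80 before (0.647 to 0.690 without single libraries), which argues against these as the whole cause. Unfolded proteins in the endoplasmic reticulum would raise its chaperones too, and 21 chaperones and helpers had a median log2 fold change of 0.02 (median absolute deviation 0.118), with 3 higher, of which Herpud1 (1.66) and Calr (0.57) lie in the raised stretch of chromosome 8 and were, with Dnajc3 (0.34), named after their values were seen. Herpud1 rose by more than the median of that stretch, which was 0.39 for genes with a mean of at least 1000. Hspa5, another of the 21 and likewise named afterwards, had 0.27 and did not pass (adjusted p = 0.0146 from limma). None of the 21 was lower. Shortage of amino acids or another trigger of ATF4 was not tested. With 1 cell line per genotype, a difference between the lines or their cultures other than SIRT1 cannot be told apart from an effect of SIRT1.

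Chromosome 8 stands out because its genes with a mean of at least 1000 had a median log2 fold change of 0.165, against -0.033 to 0.089 for the other autosomes. After the trend on GC content and length was removed, it still lay 0.077 above the highest other autosome (at least 0.065 without any single library), which argues against that trend. An extra whole chromosome 8 in part of the SIRT1 KO cells would raise its parts alike. Of 3 parts of equal length the lowest lay 0.04 above the median of the other autosomes, more than in any other autosome (at most 0.013). The parts differed by up to 0.293, against at most 0.172 in other autosomes. Outside 45 to 100 Mb, compared after the stretch was seen, 371 genes with a mean of at least 1000 had a median of 0.057, against 0.047 for the other autosomes. Genes there with means of 100 to 1000 had -0.043, within the range of stretches of other autosomes (-0.161 to 0.010). These values argue against a whole extra chromosome as the source of the rise, but not against one in a small share of cells. More copies of the stretch from 45 to 100 Mb in the SIRT1 KO line may account for the rise: 175 of its 286 genes with a mean of at least 1000 were higher and 8 were lower, and its 126 genes with means of 100 to 1000, which were not used to find it, had a median of 0.129 (0.095 to 0.158 without single libraries), against at most 0.010 in 44 stretches of the same length on other autosomes. This is a hypothesis found and tested on the same libraries, and DNA was not measured.

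Other lists with calls, which the paper does not describe as groups in these libraries, were the 2-cell-like genes with 10 past the threshold, the formative and primed epiblast with 7, the primitive endoderm with 11, methionine and one-carbon metabolism with 15 and the mitochondrial mRNAs with 8. Cholesterol synthesis and uptake had 7 of 24 past it, with 6 higher and 1 lower, the same when adjusted over the list alone (camera adjusted p = 0.00932, adjusted p = 0.513 with an estimated correlation). Of the higher genes, Pmvk was at 0.77, and Msmo1 (0.66) lies in the raised stretch of chromosome 8. The lower gene was Hmgcs1 at -0.32, whose call was lost without SIRT1 KO replicate 2 (adjusted p = 0.0123 from limma).

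The 10 splits of 6 libraries into 3 and 3 are too few for a share under 0.05. All but the real split mix the genotypes in both groups, which dilutes their difference and widens the spread within groups. Their counts are thus not what chance alone gives. For genes past the threshold by limma, only 1 split, the real one, gave as many as 4408 (10454 at an unadjusted p under 0.05), and the highest other split gave 0 (at most 882 unadjusted). For gene lists past the threshold, 1 split, the real one, gave 9, and the highest other gave 8. The 3 other splits that part every pair of libraries with the same number gave 0 genes each and 3, 5 and 6 lists.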

How the results depend on the processing

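The filter at a mean of 1000 was chosen only after the result was seen; the others were planned. Sirt1 and Smpdl3b were lower and past the threshold under all 16 alternatives run, with log2 fold changes from -1.81 to -1.72 and from -1.26 to -1.12. Over the named genes, 2620 of 2680 values under alternatives stayed on the same side of the threshold in the same direction, 37 lost the call, 23 gained it and 0 reversed; over the lists, 581 of 642 stayed, 24 lost the call, 37 gained it and 0 reversed. The number of higher genes, 2251, was 3804 at an adjusted p under 0.05, 154 with at least a 2-fold change, and 1202 to 2794 without single libraries (1206 without SIRT1 KO replicate 2 and 1202 without replicate 3). The number of lower genes, 2157, was 3762, 262 and 1283 to 2669 (1283 and 1331 without SIRT1 KO replicates 2 and 3, 1413 without WT replicate 3). Of 36 lists, 9 passed in the main test (8 to 12 without single libraries), 6 with a filter at a mean of 100, 13 with median centring, 0 with an estimated correlation in camera (4 at an unadjusted p under 0.05) and 23 with fry. The median log2 fold change of chromosome 8, 0.04 over all tested genes, was 0.12 for means of at least 100, 0.165 for means of at least 1000, and 0.042 to 0.051 without single libraries, and that of the mitochondrial genome, -0.60, was -0.733 for means of at least 1000. The stricter filters keep fewer genes near the floor, and the causes of the other shifts were not tested. With the replicate number as a block for a possible pairing, 2041 genes were higher, 2079 were lower and 9 lists passed. Of the named genes only Sgms1 lost its call, and the block changed no other call among named genes and lists. With the filter at a mean of 100 the lists of cholesterol synthesis and uptake (adjusted p = 0.0583), primitive endoderm (0.0748) and Myc targets (0.117) lost their calls; the Myc target list (0.0402 in the main test) lost it in other settings too, up to 0.628 with an estimated correlation, and the cholesterol list after quantile normalization (0.137). Not run were the authors' own p-values, which were not used here, and tests on counts with DESeq2 or edgeR. Depth per gene is unknown, so small changes of genes with low values could not be judged.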

Differences from the paper's values

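All comparisons below take alternatives set before the data were examined, 15 for each gene, and none was chosen only after the result was seen. The paper's fold changes in its Supplementary file 3 come from DESeq2 on counts and those here from the deposited log2 values, both as log2 of SIRT1 KO over WT; the paper's errors there are standard errors. A value here is called near the paper's when they differ by no more than the larger of the paper's error and the SD between replicates here, pooled over both genotypes. For P2rx3 the paper's value is 4.524 and the value here 4.669, near it with a pseudocount of 10 and without WT replicate 1, WT replicate 3 or SIRT1 KO replicate 3, and not in the other 11. For Aldh1l2 the paper's value is 3.007 and the value here 2.787, near it only without WT replicate 3. For Nes the paper's value is 1.02 and the value here 0.871, near it only with median centring and without WT replicate 3. Under none of the 15 was the value here near the paper's for Krt17 (paper 3.309, here 2.657), Phlda2 (paper 3.18, here 2.645), Cdkn1c (paper 3.516, here 2.499), Hrk (paper 2.914, here 2.448), Tmem125 (paper 3.696, here 2.431), Cth (paper 2.759, here 2.43) and Serpinb6c (paper 3.108, here 2.409). The copy of the paper's table at hand holds 1998 genes, all higher in SIRT1 KO mESCs, of which 1887 were matched; 1877 had the same sign here and 1542 were called higher. The median ratio of the fold change here to the paper's was 0.849 for genes with a mean over 1000 in the paper's table, 0.593 from 100 to 1000, 0.159 from 20 to 100 and 0.046 under 20, the last over 4 genes.

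The paper's qPCR of cells in ESGRO medium (Figure 2A) is set beside RNA-seq here, as log2 of SIRT1 KO over WT, with the SD of the paper's 3 replicates as its error. The qPCR is scaled to Rplp0 mRNA, whereas the values here were normalized between libraries with DESeq2. The measures are therefore unlike, and a shared offset between them was not tested. For Smpdl3b the paper's value is -1.889 and the value here -1.179. For Sgms1 the paper's value is -0.045 and the value here -0.284, near the paper's only with median centring. Of 9 genes compared, Sgms2 (paper -0.696, here -0.632), Smpd3 (paper -0.547, here -0.087) and Smpd5 (paper 0.44, here 0.218) were near the paper's value here and under all 15 alternatives. The last pair count as near because the paper's errors were large, at 0.596 for Smpd3 and 0.32 for Smpd5. The others are Samd8 (paper 0.423, here -0.004), Smpd1 (paper 0.673, here 0.091), Smpd2 (paper 0.521, here -0.124) and Smpd4 (paper 0.341, here 0.149). For Smpdl3b, Samd8, Smpd1, Smpd2 and Smpd4 none of the 15 alternatives gave a value near the paper's.

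The paper reports lower OCT3/4 and Nanog protein and higher Nestin protein in SIRT1 KO mESCs. RNA of Pou5f1, which encodes OCT3/4, had a log2 fold change of 0.07 (adjusted p = 0.399) and Nanog 0.15 (adjusted p = 0.0434), neither past the threshold, while Nes RNA was higher (adjusted p = 3.38e-05). The paper's enrichment analysis ranks sodium channel and G protein-coupled receptor gene sets as lower in SIRT1 KO mESCs; with the lists used here, which are not the paper's sets, camera gave adjusted p = 0.253 and 0.221 and fry gave 0.0051 and 0.00569, both lower.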

Other observations

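Each list below was planned, and the windows on chromosomes were chosen only after the result was seen. Most pluripotency genes did not pass the test: of 29 measured genes, 5 were lower, 2 were higher and 22 did not pass, the same when adjusted over the list alone (camera adjusted p = 0.117, but past the threshold as lower after quantile normalization, at 0.000479, and without WT replicate 2, at 0.0214). Prdm14, a regulator of the naive state, was at -0.76, Rex2 at -0.73, Dppa3 at -0.62 and Tcl1 at 0.48, while Sox2, at -0.22, did not pass (adjusted p = 0.0228) except without WT replicate 2 (adjusted p = 0.000605) and after quantile normalization (0.00141). Of 18 neural progenitor genes, 5 were lower and 1 was higher, before and after adjustment over the list alone (camera adjusted p = 0.117): Sox3 4.01 times lower, Zbtb16 at -1.69 and Sox1 at -0.62 against Nes at 0.87. Of 20 neuronal genes, 5 were lower and 2 were higher, before and after adjustment over the list alone (camera adjusted p = 0.299), with Nefm at -0.89, Elavl3 at -0.81, Nefh at -0.71 and Ina at 0.83, while Mapt, which encodes Tau, at -0.03 and Tubb3 at 0.08 did not pass. Of 25 genes of retinoic acid signaling, 6 were lower and 2 were higher (6 and 4 when adjusted over the list alone; camera adjusted p = 0.336), with the retinoic acid binding protein gene Crabp1 at -1.94 and the receptors Rxra at -0.75 and Rara at -0.63.

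Sphingolipid genes beyond sphingomyelin turnover went both ways. Of 15 genes of de novo ceramide synthesis, 3 were higher and 2 were lower, before and after adjustment over the list alone (camera adjusted p = 0.313), with the ceramide synthase genes Cers6 at -1.08 and Cers4 at 0.45. The higher Cers1 (0.84) lies in the raised stretch of chromosome 8. The lower Degs1 (-0.45) lies on chromosome 1 from 180 to 185 Mb, a window with a median of -0.35. Of 33 genes of ceramide and glycosphingolipid turnover, 8 were higher and 8 were lower (8 and 12 when adjusted over the list alone; camera adjusted p = 0.970), with Hexa, a subunit of the lysosomal beta-hexosaminidase, at 2.83 times the WT level, the acid ceramidase gene Asah1 at 0.53 and the ganglioside synthase gene St8sia1 at -1.18. Myc RNA had a log2 fold change of 0.03 (adjusted p = 0.762) and its relative Mycn was lower at -0.39 (adjusted p = 0.000465). Of 60 Myc targets of ribosome biogenesis and growth, 10 were higher and 4 were lower, before and after adjustment over the list alone (camera adjusted p = 0.0402, adjusted p = 0.628 with an estimated correlation), with Ldha at 0.75 and Hk2 at -0.52. The higher Farsa (0.55) lies in the raised stretch of chromosome 8. The lower Tfb2m (-0.595) lies on chromosome 1 from 175 to 180 Mb, a window with a median of -0.39. Of 12 genes of polycomb repressive complex 2, 4 were lower and 2 were higher (5 and 2 when adjusted over the list alone; camera adjusted p = 0.346), with Rbbp7 at -0.68, Jarid2 at -0.57, Aebp2 at -0.53 and Rbbp4 at 0.43, while Ezh2 at -0.19 did not pass (adjusted p = 0.153). Of 13 trophoblast genes, 3 were higher and 2 were lower (5 and 2 when adjusted over the list alone; camera adjusted p = 0.170), with a median of 0.02. The higher genes were the keratins Krt8 at 2.36 and Krt18 at 1.67 and the imprinted Peg10 at 2.24. The call of Peg10 was lost with robust moderation (adjusted p = 0.01 from limma). Tfap2c was lower at -0.59.

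By fry's test of each list on its own, the lists of pluripotency, neural progenitors, neurons, retinoic acid signaling and polycomb repressive complex 2 passed as lower (adjusted p = 0.00569, 0.0006, 0.016, 0.0126 and 0.0126) and trophoblast as higher (0.00101), while de novo ceramide synthesis (0.127), ceramide and glycosphingolipid turnover (0.0612) and the Myc targets (0.0612) did not pass.

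Outside chromosome 8, other windows also had shifted medians. There were 393 windows of 5 Mb with at least 10 genes of a mean of at least 1000. Of these, 11 had a median log2 fold change above 0.3 and 5 had one below -0.3. No window in the other splits of the libraries reached this size (largest 0.267). Those splits mix the genotypes and so dilute any difference between them, so they do not show what chance alone gives. The raised windows were 9 on chromosome 8 from 45 to 100 Mb and those of chromosome 9 from 115 to 120 Mb (0.40 over 27 genes) and from 120 to 125 Mb (0.45 over 36 genes). The lowered ones were on chromosome 1 from 175 to 190 Mb (-0.39, -0.35 and -0.56), on chromosome 6 from 70 to 75 Mb (-0.64 over 30 genes) and on chromosome 10 from 15 to 20 Mb (-0.48 over 12 genes). The window of chromosome 4 that holds Smpdl3b had a median of -0.07 over 73 genes.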
